# Intraocular Pressure-Lowering Effects of Trabeculectomy Versus MicroShunt Insertion in Rabbit Eyes

**DOI:** 10.1167/tvst.10.9.9

**Published:** 2021-08-06

**Authors:** Tomokazu Fujimoto, Kei-Ichi Nakashima, Fumika Watanabe-Kitamura, Takahiro Watanabe, Kenichi Nakamura, Kentaro Maki, Atsushi Shimazaki, Masatomo Kato, Hidenobu Tanihara, Toshihiro Inoue

**Keywords:** intraocular pressure, PRESERFLO microshunt, trabeculectomy, RNA-seq

## Abstract

**Purpose:**

To compare the surgical results of PRESERFLO MicroShunt (MicroShunt) insertion and trabeculectomy in rabbit eyes.

**Methods:**

Trabeculectomy or MicroShunt insertion was performed on the eyes of Japanese white rabbits. Intraocular pressure (IOP) was measured on conscious rabbits using a rebound tonometer for up to 12 weeks after surgery. Filtering bleb appearance was evaluated. Scarring in the filtering bleb was assessed by immunohistochemical analyses. The change in mRNA expression in the conjunctiva was evaluated using RNA sequence analyses.

**Results:**

The preoperative IOP of the operative eye did not differ significantly between trabeculectomy (11.6 ± 1.0 mmHg, *n* = 10) and MicroShunt insertion (12.6 ± 1.3 mmHg, *n* = 10). In both groups, the IOP of the operative eye was significantly lower than that of the contralateral eye at one day postoperatively, which continued until 12 weeks after surgery. The peak differences in IOP were −8.4 ± 3.0 (trabeculectomy) and −8.1 ± 2.1 mmHg (MicroShunt) at two weeks after surgery; no significant differences were observed in IOP reduction between the groups. Appearance and immunohistochemical analyses of the filtering bleb showed no significant difference between the groups. Moreover, RNA sequence analysis results showed no difference between the groups in mRNA expression fluctuations.

**Conclusions:**

Postoperative IOP, bleb appearance, and immunohistochemical analysis results were similar in the trabeculectomy and MicroShunt groups, indicating that MicroShunt insertion is as effective as trabeculectomy in lowering IOP.

**Translational Relevance:**

Comparison of surgical procedures using animal models has made it possible to predict clinical efficacy and safety.

## Introduction

Glaucoma is a leading cause of blindness,^1^ and its progression is associated with elevated intraocular pressure (IOP),^2^^,^^3^ cardiovascular dysfunction,^4^^,^^5^ genetic factors,^6^ oxidative stress,^7^^,^^8^ blood-flow reduction in the optic nerve,^9^ and enlargement of the gap between cerebrospinal fluid pressure and IOP.^10^ Elevated IOP has long been associated with glaucoma; as such, the only effective treatment for inhibiting visual field defect progression is IOP-lowering therapies.^11^^,^^12^ Trabeculectomy is a well-known glaucoma surgery used to reliably reduce IOP.^13^ However, this treatment requires a high level of skill and surgical experience to achieve an adequate postoperative IOP. Various glaucoma drainage devices have recently been developed; their reported IOP-reduction effects are comparable to those associated with trabeculectomy.^13^^–^^17^ The PRESERFLO MicroShunt (“MicroShunt,” Santen Pharmaceutical, Osaka, Japan) consists of an 8.5-mm-long tube, with a lumen diameter of 0.07 mm made entirely of poly(styrene-block-isobutylene-block-styrene) (SIBS).^18^ The first use of SIBS in the body was as a coating on the TAXUS drug-eluting coronary stent (Boston Scientific Corp., Natick, MA).^19^ TAXUS has been found to be highly inert and safe in the body, with implant use dating back to the year 2000.^20^ In addition, according to a rabbit model study, SIBS is less likely than silicone rubber controls to cause conjunctival scarring.^21^

The MicroShunt is a glaucoma drainage device that drains aqueous humor to a subconjunctival/subTenon's capsule flap.^22^^,^^23^ Although the method of MicroShunt insertion shares some similarities to trabeculectomy (i.e., subconjunctival/Tenon's dissection and use of mitomycin C), it does not require the creation of a scleral flap or sclerectomy/peripheral iridectomy procedures.^23^ Trabeculectomy regulates aqueous outflow by controlling suture tension of the scleral flap, whereas the MicroShunt regulates aqueous outflow by flow resistance, which is a function of the lumen and length of the tube. Thus, MicroShunt implantation can provide similar results to trabeculectomy without relying on precise surgical suture-tensioning techniques practiced by experienced clinicians. Although short-term postoperative results of MicroShunt insertion have been reported,^23^^–^^25^ no studies have compared the results of bleb morphology, immunohistochemical analyses, or gene expression after MicroShunt insertion versus trabeculectomy. It is not possible in actual clinical practice to directly remove and evaluate filtration blebs. Therefore, we compared the surgical results of MicroShunt insertion and trabeculectomy in the rabbit eye, with a focus on IOP, bleb morphology, immunohistochemical analyses, and gene expression outcomes.

## Materials and Methods

### Animal Experiment

Twelve- to 14-week-old Japanese white rabbits (KBT Oriental, Saga, Japan) were used for the animal experiments. All experiments were conducted according to the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Animal Care and Use Committee at Kumamoto University. Trabeculectomy and MicroShunt insertion were performed in 10 rabbits each, and the same animals were subjected to IOP measurement and bleb observation for up to 12 weeks after surgery. IOP was measured at one day before surgery and at one day and 1, 2, 4, 6, 8, 10, and 12 weeks postoperatively using TONOVET (Icare, Helsinki, Finland) in conscious rabbits. Aqueous humor and eyeballs were collected at 12 weeks after the operation for immunostaining and cytokine concentration measurements. An additional 24 animals were operated on for immunostaining and cytokine concentration measurements at two, four, and eight weeks after surgery, and four samples from each group were collected at each time point. In addition, nine animals underwent MicroShunt insertion for RNA-seq analysis at 3 hours, 3 days, and 14 days after surgery, and three samples of conjunctival tissue including filtering bleb, were collected from each group. The times required for individual trabeculectomy and MicroShunt insertion procedures were recorded.

### Trabeculectomy

Trabeculectomy was conducted as described previously,^26^ with minor modifications. Rabbits were anesthetized by intramuscular injection of ketamine hydrochloride (50 mg/kg; Daiichi Sankyo Propharma, Tokyo, Japan) and xylazine hydrochloride (10 mg/kg; Bayer HealthCare, Leverkusen, Germany). The right eye was washed with polyvinyl alcohol iodine (Nitten Pharmaceutical, Nagoya, Japan), and an eyelid speculum was used to expose the operating space. A 7 mm conjunctival incision was made along the corneal limbus. A triangular scleral flap with a side length of 3 mm was made along the corneal limbus in the upper sclera. Three sponges soaked with mitomycin C (MMC; 0.4 mg/mL; Kyowa Kirin, Tokyo, Japan) were applied under conjunctival and scleral flaps for three minutes. Then the subconjunctival tissue and scleral flap were washed with 10 mL normal saline (Otsuka, Tokyo, Japan). The trabecular meshwork below the scleral flap was removed in a rectangular shape with a Feather scalpel. The iris was pulled from the excisional wound, and peripheral iridectomy was performed. The scleral flap was sewn to the sclera using 10-0 nylon at a tension that did not completely close the flap. Then the conjunctival wound was closed with 10-0 nylon. Finally, a conjunctival injection of 0.1 mL betamethasone (0.4% RINDERON, Shionogi, Osaka, Japan) was performed, and ointment containing erythromycin and colistin (Ecolicin Ophthalmic Ointment, Santen Pharmaceutical Co., Ltd., Osaka, Japan) was applied. No additional medications were used postoperatively.

### MicroShunt Insertion

PRESERFLO MicroShunt devices were provided by Santen Pharmaceutical. Except for the creation of a scleral flap, the MicroShunt implant procedure was performed in the same manner as the trabeculectomy procedure, up to the point of MMC application. Once the sclera was exposed, a point 3 mm from the limbus was marked, and a shallow 1 mm × 1 mm scleral pocket was incised with a slit knife (Mani, Tochigi, Japan) directed towards the limbus. Then a 25-G needle tract was made connecting the scleral pocket to the anterior chamber. The MicroShunt was inserted through the scleral pocket and needle tract, with the fins of the MicroShunt wedged firmly into the scleral pocket. The entrance to the MicroShunt bisected the angle between the cornea and the iris. After MicroShunt fixation, the conjunctival wound was closed with a 10-0 nylon suture. Following closure, a conjunctival injection of 0.1 mL betamethasone (0.4%) was performed, and ointment containing erythromycin and colistin was applied. No additional medications were used postoperatively.

### Bleb Morphological Evaluation

Photographs of each bleb were taken with a digital camera (COOLPIX S9900, Nikon, Tokyo, Japan), and bleb area and vascularity were classified using our own evaluation criteria (Supplementary Figures S1 and S2), which are based on Moorfields Bleb Grading System.^27^ Bleb area and vascularity were evaluated by three ophthalmologists using blinded bleb-photograph data.

### Immunohistochemical Analyses

Immunostaining was performed using a previous method with some modifications.^26^^,^^28^ The enucleated eyes were cut in half, and the lens and vitreous were removed. Then the eyes were fixed in Super Fix (Kurabo, Osaka, Japan) overnight at 4°C and then soaked in 30% sucrose (FUJIFILM Wako Pure Chemical, Osaka, Japan) for 48 hours at 4°C. Then they were trimmed and embedded in an optimum cutting temperature compound (Sakura Finetek, Torrance, CA) and cut into vertical frozen sections (thickness: 8 µm). After blocking endogenous peroxidase activity with 3% hydrogen peroxide in methanol, the sections were blocked with 10% goat serum for 30 minutes at room temperature, and then incubated with goat anti-α-smooth muscle actin (α-SMA) antibody (1:1000; Dako, Kyoto, Japan) or mouse anticollagen type 1 antibody (1:200; Abcam, Cambridge, UK) for 30 minutes at room temperature. Following washing with phosphate buffered saline, the sections were incubated with secondary antibody (Simple Stain Rat MAX-PO; Nichirei Biosciences, Inc., Tokyo, Japan) for 30 minutes at room temperature. As a chromogenic substrate, 3,3'-diaminobenzidine tetrahydrochloride (DAB Peroxidase Substrate Kit; Vector, Burlingame, CA) was used. Hematoxylin was used as a counterstain. The samples were observed under an all-in-one epifluorescence microscope (BZ-X710; Keyence, Osaka, Japan); photographs of whole sections were created by combining multiple photos using the accompanying software (BZ-H3A, Keyence). We performed immunostaining on at least three eyes at all time points.

### Measuring the MCP-1 and IL-6 Concentrations

The concentrations of monocyte chemotactic protein-1 (MCP-1) and interleukin-6 (IL-6) in aqueous humor were measured using ELISA kits (MCP-1; SEA087Rb, IL-6; SEA079Rb; Cloud-Clone Corp., Katy, TX), according to the manufacturer's protocol. The absorbance at 450 nm was measured using a microplate reader (Multiskan FC; Thermo Fisher Scientific, Rockford, IL).

### RNA Sequence Data of Bleb Conjunctiva

For the sequence data of trabeculectomy samples, the previously analyzed data (GEO accession number, GSE156781) were used, and comparative analyses with MicroShunt were performed. RNA was isolated from rabbit conjunctiva, including filtering blebs, using TRIzol reagent, Phasemaker Tubes, and a PureLink RNA Mini Kit (Thermo Fisher Scientific), according to the manufacturer's instructions. Quality control of RNA samples was conducted using a NanoDrop system (Thermo Fisher Scientific) for quantification and an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA) for quality assessment; samples with an RNA integrity number of 7 or higher were used for further analyses. For library preparation, TruSeq Stranded mRNA Library Prep (Illumina, San Diego, CA), IDT for Illumina-TruSeq RNA UD indexes (Illumina), and an Agilent XT Auto System (Agilent Technologies) were used, according to the manufacturer's instructions (TruSeq Standard mRNA Reference Guide v00). Final libraries were quality checked on an Agilent 2100 Bioanalyzer (Agilent Technologies) and were run on a NovaSeq 6000 (Illumina), according to the manufacturer's protocol. The 150 bp paired-end reads were mapped to the rabbit genome sequence using OryCun2.0 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000003625.3/) and STAR. Expression levels were calculated as the counts per million mapped reads (CPM) of each gene and each transcript, based on the mapping information and the gene locus, using the GeneData Profiler Genome (GeneData, Basel, Switzerland). R (ver. 3.4.1) and edgeR (ver. 3.20.9) programs (R Foundation for Statistical Computing, Vienna, Austria) were applied to determine differential gene expression analyses. An adjusted *P*-value cutoff (q ≤ 0.05) was used to determine the significance of differential gene expression. We also performed gene ontology (GO) enrichment analyses for the differentially expressed genes obtained from the surgical samples using Database for Annotation, Visualization, and Integrated Discovery (DAVID 6.8; https://david.ncifcrf.gov/).

### Statistical Analyses

Statistical analyses were performed using JMP statistical software (version 14.3.0; SAS Institute, Cary, NC), except for the RNA sequence data. The IOP, MCP-1, and IL-6 data were analyzed using Student's *t*-test. The bleb area and vascularity were analyzed using the Wilcoxon rank sum test, and differences were considered statistically significant at *P* < 0.05. All data are shown as mean ± standard deviation.

## Results

### Comparison of Operation Times between Trabeculectomy and MicroShunt Insertion

The average operation times were 30.6 ± 2.26 minutes for trabeculectomy (*n* = 8) and 14.8 ± 1.04 minutes for the MicroShunt (*n* = 8). The operation time of MicroShunt insertion was significantly shorter than that of trabeculectomy (*P* < 0.0001).

### IOP Reduction after Operation

The preoperative IOP in the trabeculectomy and MicroShunt-insertion groups were 11.57 ± 1.02 and 12.63 ± 1.34 mmHg (Figs. 1A and 1B, *n* = 10 per group), respectively. In the trabeculectomy group, the postoperative IOPs were 9.07 ± 2.00, 7.63 ± 2.63, 4.73 ± 2.40, 5.73 ± 2.59, 8.10 ± 2.66, 8.07 ± 2.40, 8.27 ± 3.00, and 8.50 ± 3.33 mmHg at one day and 1, 2, 4, 6, 8, 10, and 12 weeks, respectively (Fig. 1A); in the MicroShunt group, the corresponding IOP values were 9.83 ± 1.81, 8.27 ± 2.82, 6.97 ± 2.44, 8.77 ± 3.50, 9.00 ± 2.84, 9.73 ± 2.35, 10.43 ± 4.01, and 9.67 ± 2.75 mmHg, respectively (Fig. 1B). In both groups, there were significant differences at all postoperative time points compared to the IOP of the contralateral eye (Figs. 1A and 1B). Comparing the IOP of the operated eye between the two groups, the preoperative IOP in the trabeculectomy group was slightly lower than that in the MicroShunt group, but there was no statistical difference (*P* = 0.0601). The postoperative IOP at four weeks in the trabeculectomy group was significantly lower than that in the MicroShunt group (*P* = 0.0407). There were no significant differences in the postoperative IOP between the two groups at other time points. Next, the difference in IOP between the operative eye and contralateral eye (ΔIOP, right eye – left eye) was evaluated. The preoperative ΔIOPs of the trabeculectomy and MicroShunt-insertion groups were 0.10 ± 0.82 and −0.77 ± 1.30 mmHg, respectively (Fig. 1C). In the trabeculectomy group, the postoperative ΔIOP values at each time point (one day and 1, 2, 4, 6, 8, 10, and 12 weeks) were −3.60 ± 1.19, −5.77 ± 3.37, −8.40 ± 3.02, −7.03 ± 2.47, −5.53 ± 3.37, −4.1 ± 2.57, −4.53 ± 2.86, and −3.70 ± 3.28 mmHg. In the MicroShunt group, the corresponding values were −2.87 ± 1.79, −5.13 ± 3.20, −8.07 ± 2.14, −4.60± 3.42, −4.60 ± 1.99, −4.10± 1.94, −4.17 ± 2.28, and −4.50 ± 1.93 mmHg. There were no significant differences in the ΔIOP between the two groups (Fig. 1C) at any time point.

**Figure 1.**
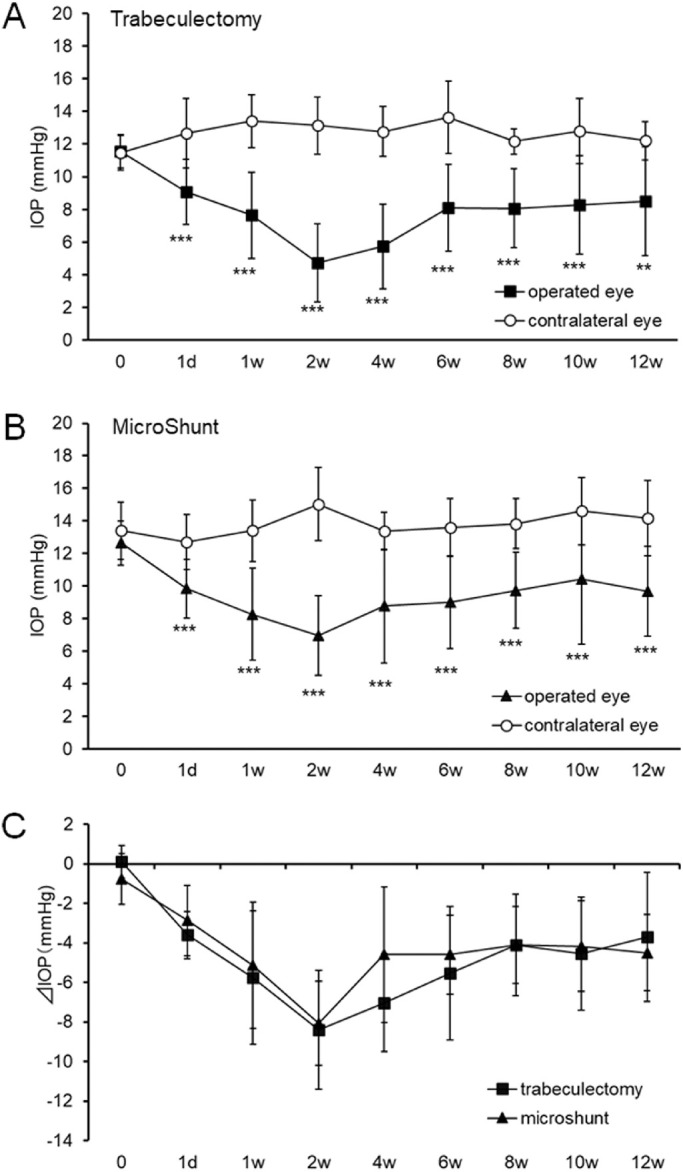
Time course of intraocular pressure (IOP) levels after filtration surgery. (A, B) Time courses of IOP values after trabeculectomy (A) and MicroShunt insertion (B) are shown. Postoperative IOP fluctuations in the same rabbit at up to 12 weeks were recorded. (C) Time course of difference in IOP from the contralateral eye (ΔIOP) is shown. Data are shown as mean ± standard deviation (SD) (*n* = 10). ***P < 0.001, compared to the contralateral eye using Student's *t*-test.

### Bleb Appearance

Representative bleb appearances of each group are shown in Figure 2A. Similar avascular cystic blebs were observed in both groups. The changes in bleb area were similar to the changes in the IOPs of the two groups (Fig. 2B). The peak bleb area occurred at one to two weeks after surgery. It then decreased gradually until approximately eight weeks and remained stable until termination of the rabbits at 12 weeks postoperatively. There were no significant differences in bleb area or vascularity between the two groups (Figs. 2B and 2C) at any time point.

**Figure 2.**
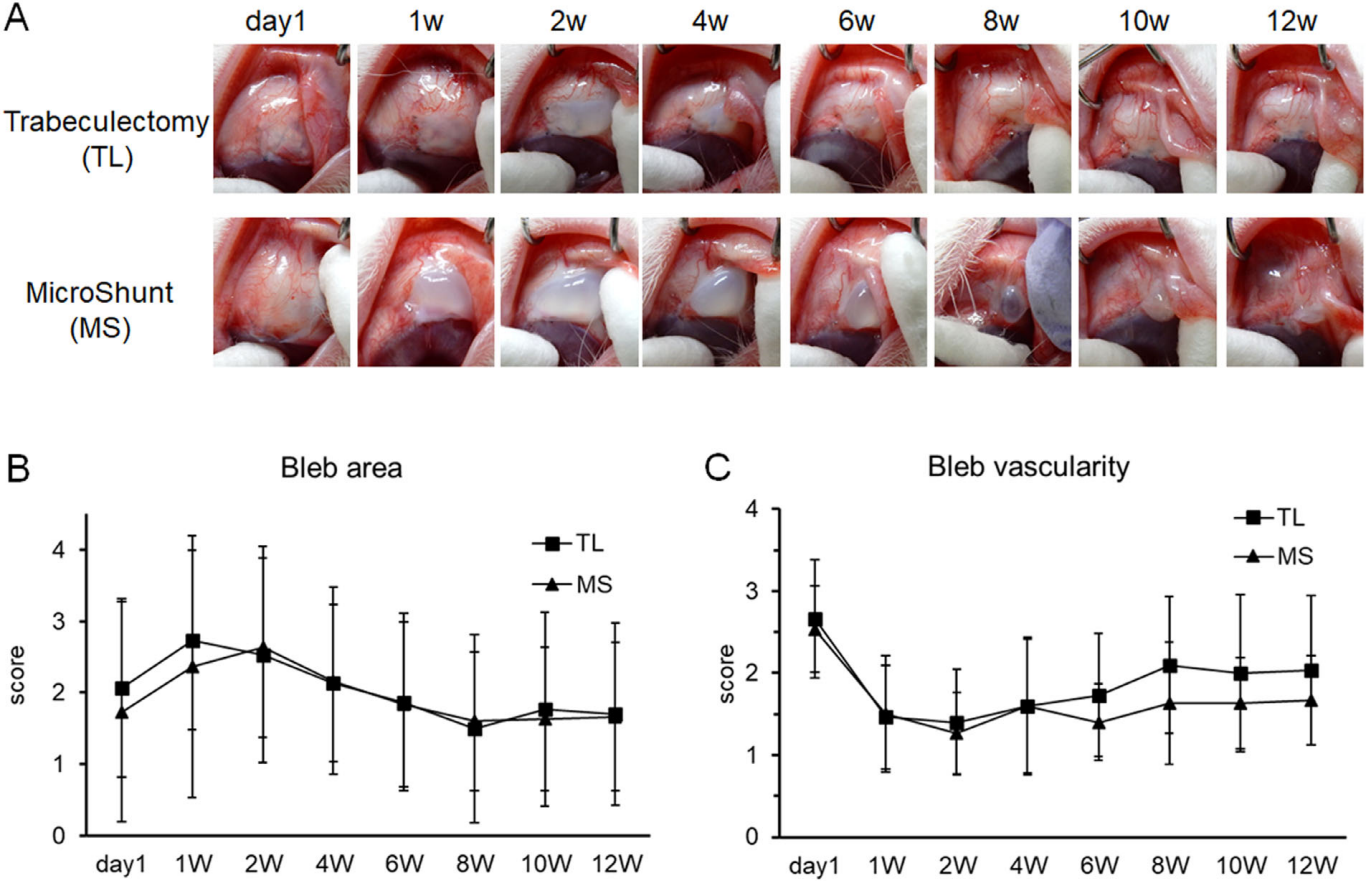
Time course of bleb appearance. (A) The photographs show the change in bleb appearance in the same rabbit over time. The *upper row* is the trabeculectomy-operated eye and the *lower row* is the MicroShunt-inserted eye. (B, C) The area and vascularity of blebs were scored using our own evaluation criteria (Supplementary Figures S1 and S2) based on the Moorfields Bleb Grading System. Data are shown as mean ± SD (*n* = 10). TL, trabeculectomy; MS, MicroShunt insertion.

### Distribution of α-SMA-Positive Cells in the Filtering Bleb

As α-SMA-positive cells are biomarkers of tissue scarring, we evaluated the distribution of α-SMA positive cells at four time points (2, 4, 8, and 12 weeks after surgery). In the control eye, α-SMA-positive cells were observed in the ciliary body, iris, and blood vessels of the corneal limbus, but not in the conjunctiva (Fig. 3A). α-SMA-positive cells in the filtering bleb tissue were distributed throughout the bleb inner wall and under the sutures at 2–12 weeks postoperatively for both the trabeculectomy and MicroShunt-insertion groups (Figs. 3B–3E). There were no differences in the distribution of α-SMA-positive cells in the filtering bleb between trabeculectomy and MicroShunt-insertion groups (Fig. 3) at any time point.

**Figure 3.**
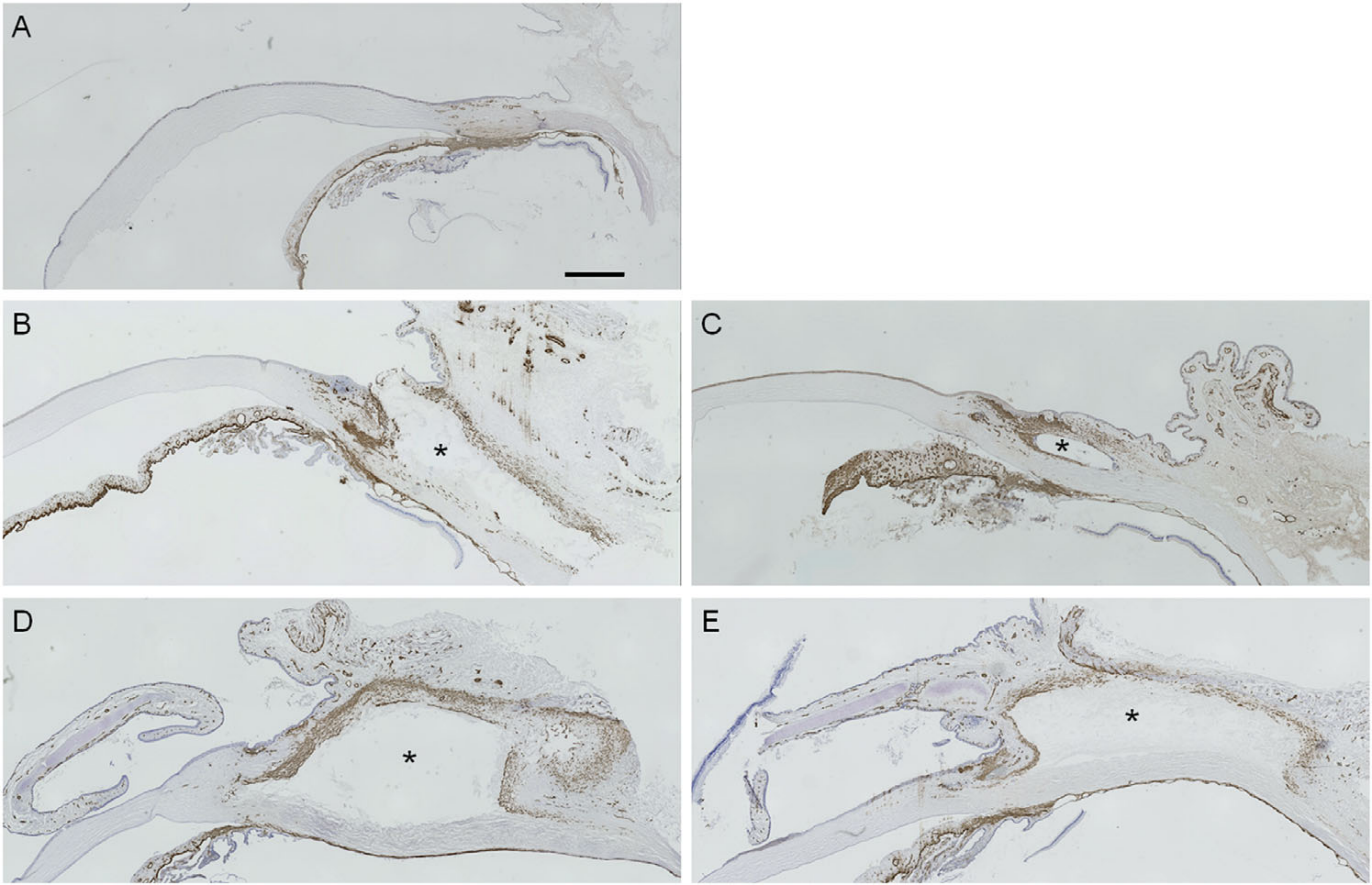
Immunohistochemical analyses of alpha-smooth muscle actin (α-SMA). Normal (A) and operated eyes (trabeculectomy; B, D, MicroShunt insertion; C, E) were stained using α-SMA antibodies at 2 weeks (B, C) and 12 weeks (D, E) after surgery. Immunostaining was performed on three or four eyes at all time points. *Location of the filtering bleb. A 1-mm scale bar is displayed in A. All figures are shown at the same magnification.

### Evaluation of Collagen Type 1 Expression

Expression of collagen type 1 in the normal eye was observed in the cornea and sclera, but not in the conjunctiva (Fig. 4A). By contrast, collagen expression in the filtering bleb was apparent in the bleb inner wall at two weeks postoperatively for both the trabeculectomy and MicroShunt-insertion groups (Figs. 4B and 4C), which continued to 12 weeks (Figs. 4D and 4E). There were no differences in collagen expression in the bleb between the trabeculectomy and MicroShunt-insertion groups.

**Figure 4.**
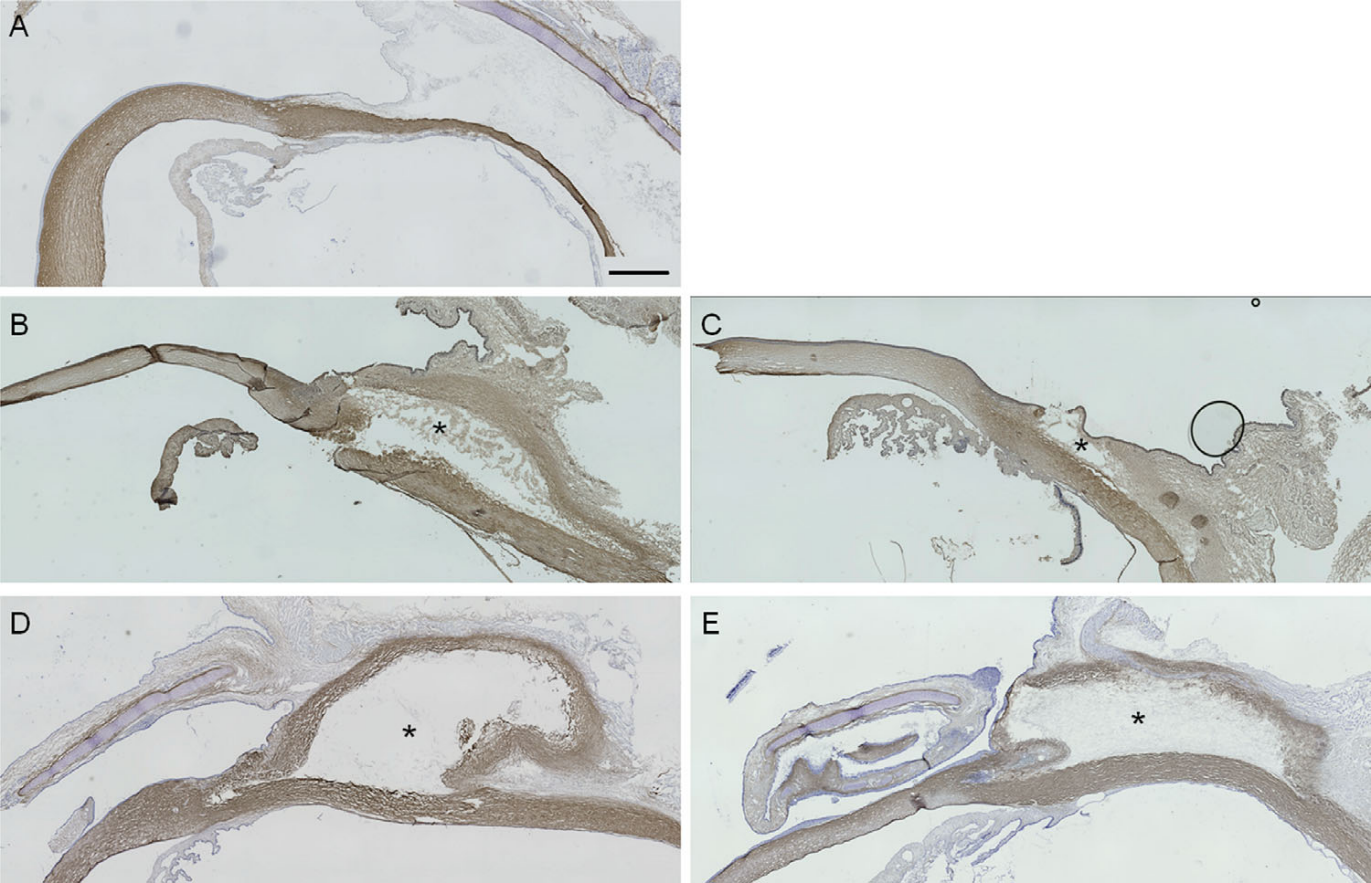
Immunohistochemical analyses of collagen type 1. Normal (A) and operated eyes (trabeculectomy; B, D, MicroShunt insertion; C, E) were stained using collagen type 1 antibody at 2 weeks (B, C) and 12 weeks (D, E) after surgery. Immunostaining was performed on three or four eyes at all time points. *Location of the filtering bleb. A 1-mm scale bar is displayed in A. All figures are shown at the same magnification.

### Aqueous Cytokine Level after Surgery

The concentrations of MCP-1 and IL-6 in the aqueous humor after surgery were evaluated using ELISA at 2, 4, 8, and 12 weeks after surgery. It has previously been reported that aqueous concentrations of MCP-1 were elevated at 3, 6, and 12 hours and at two weeks after trabeculectomy.^26^ In this study, MCP-1 concentrations tended to be increased at two weeks after trabeculectomy (831.1 ± 1545 pg/mL), but were not significantly different compared to the contralateral eye (164.4 ± 139.0 pg/mL, *P* = 0.3492; Fig. 5A). At other time points, the concentrations of MCP-1 in the surgical and contralateral eyes were the same (Figs. 5B–5D). On the other hand, no change in MCP-1 concentration was observed after MicroShunt insertion at any time point (Fig. 5). Regarding changes in the concentration of IL-6, the same tendency as that of MCP-1 was observed (Fig. 6). Increased IL-6 concentrations were observed only at two weeks after trabeculectomy (control, 27.2 ± 3.8 pg/mL; operated eye, 67.6 ± 79.0 pg/mL; Fig. 6A), but the increase never reached statistically significant levels (*P* = 0.3781).

**Figure 5.**
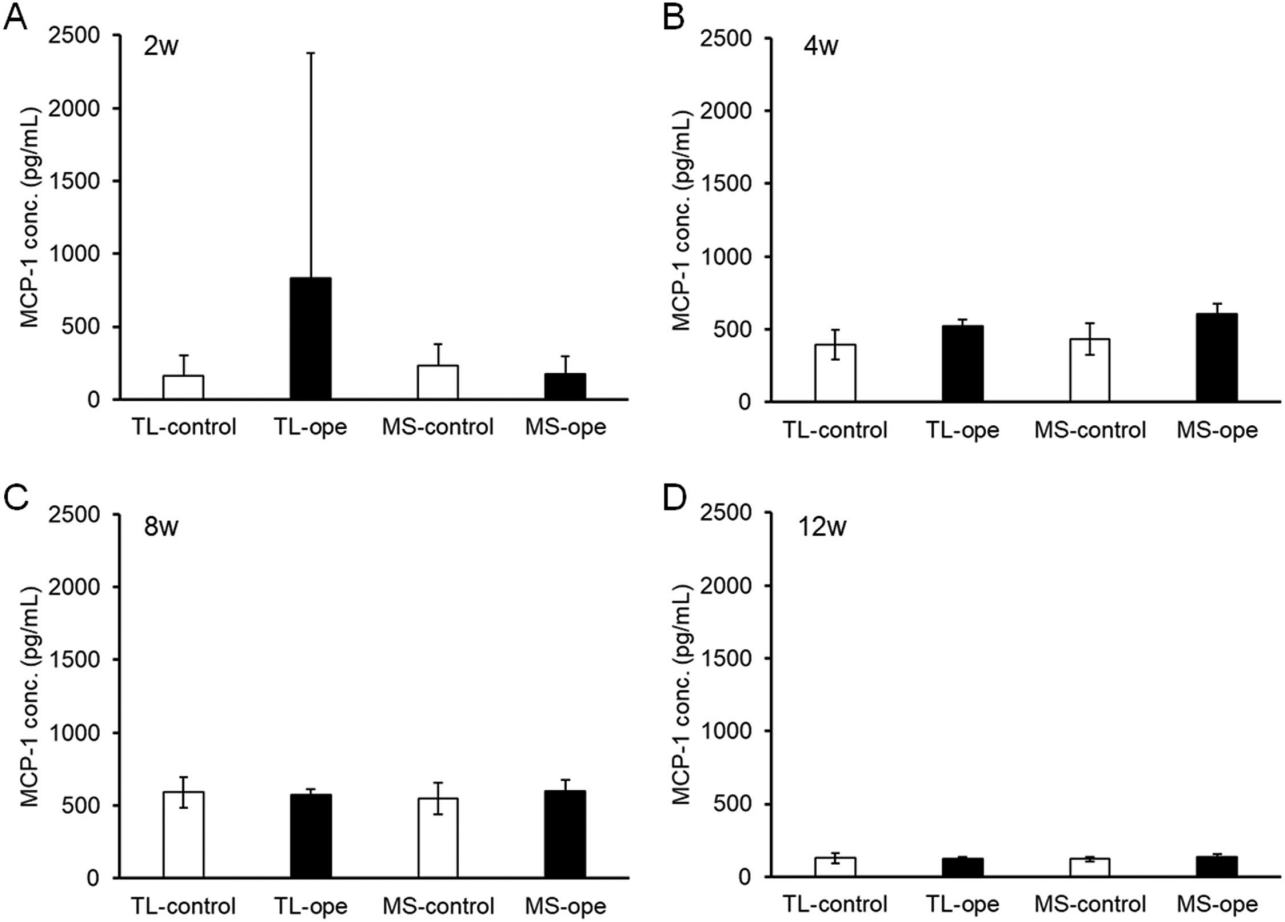
Monocyte chemotactic protein-1 (MCP-1) concentrations in the aqueous humor after filtration surgery. Aqueous humor samples were collected from operated and contralateral eyes at 2 (A), 4 (B), 8 (C), and 12 (D) weeks after surgery. The MCP-1 concentration in the aqueous humor was measured using an enzyme immunosorbent assay (ELISA). Data are shown as mean ± SD (*n* = 4). TL, trabeculectomy; MS, MicroShunt insertion.

**Figure 6.**
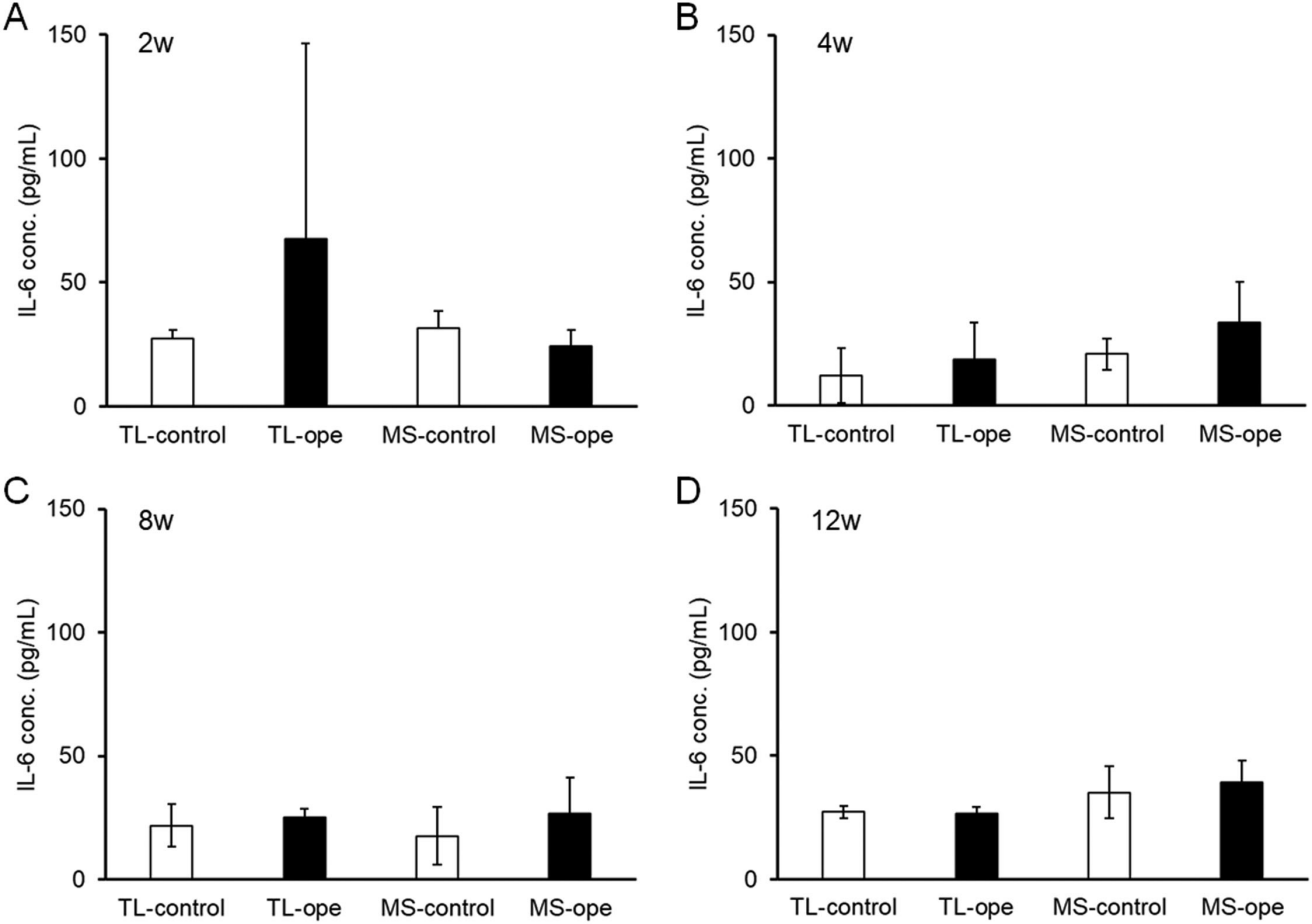
Interleukin-6 (IL-6) concentrations in the aqueous humor after filtration surgery. Aqueous humor samples were collected from operated and contralateral eyes at 2 (A), 4 (B), 8 (C), and 12 (D) weeks after surgery. The IL-6 concentration of the aqueous humor was measured via ELISA. Data are shown as mean ± SD (*n* = 4). TL, trabeculectomy; MS, MicroShunt insertion.

### RNA Sequence of Bleb Conjunctiva

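Conjunctiva of Japanese white rabbits was analysed by RNA sequencing in 12 libraries, 3 from control eyes and 3 each from bleb conjunctiva at 3 hours (TL3h), 3 days (TL3d), and 14 days (TL14d) after trabeculectomy (TL). The libraries of the MicroShunt group were not analysed here. In trabeculectomy, aqueous humor is drained through a scleral flap into a bleb under the conjunctiva. Mitomycin C, which crosslinks DNA and limits scarring, was applied during the operation. The control libraries came from the left eyes, which were not operated on. The authors mapped 150 bp paired-end reads to the rabbit genome (OryCun2.0) with STAR and deposited an estimated count and an FPKM value for each of 20566 genes and 38710 transcripts. An estimated count need not be a whole number, and 23.4% of the count values per gene were fractions. The deposited counts had not been divided by library size. They were rounded to whole numbers here, and the FPKM values were not used for testing.

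The total count per library ranged from 35409515 to 38591374 in the control group (median 37215115), from 31377288 to 34929841 in the TL3h group (median 33451764), from 29517567 to 36567299 in the TL3d group (median 33655545), and from 27111276 to 33765867 in the TL14d group (median 28617048). In total, 2336 genes had a count of 0 in every library. The edgeR filter for genes with enough counts in the smallest group (filterByExpr, minimum count 10) kept 14835 genes. Expression levels were expressed as CPM after TMM normalization, whose factors were 0.77 to 0.78 in the TL3h libraries and 1.03 to 1.13 in the others. Groups were compared by the edgeR quasi-likelihood test with all 12 libraries in 1 fit, and q is the Benjamini-Hochberg adjusted p-value of that test. The threshold was a q of 0.05, as in the methods of the paper. A count of 0 allows up to 3 counts, which is a level between 0.0712 and 0.124 CPM in these libraries. Where every library of a group held 3 counts or fewer, the fold change is given as a lower bound against that level. For libraries with 1 to 3 counts that level is a convention, since it was set for a count of 0. These limits cover counting error only. An exact two-sided permutation test of 3 libraries against 3 cannot give a p-value below 0.10, so no such test is given for single genes.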

We evaluated mRNA expression in bleb conjunctiva at 3 hours, 3 days, and 14 days after surgery using RNA sequencing analyses. Of the 14,839 genes for which expression was compared, statistically significant changes after MicroShunt insertion compared to the control were observed in 10,328 (Supplementary Figure S3). The representative results of increased and decreased gene expressions are shown in Supplementary Tables S1–S6. 

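The trabeculectomy columns of these tables list fold changes of the TL3h, TL3d, and TL14d groups over the control group for the genes that ranked first after MicroShunt insertion. They hold 135 fold changes and 45 dashes. In the edgeR fit, 134 of the 135 genes with a fold change had the direction that the tables print. All 30 genes of Table S1 were past the threshold at 3 hours, as were 22 of the 30 genes of Table S4. At 3 days, 28 of the 30 genes of Table S2 and 14 of the 30 genes of Table S5 were past it. At 14 days, no gene of Tables S3 and S6 was past it, since the smallest q of any gene was 0.346.

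The first genes of Table S1 were IL6, IL20, and DHRS9. IL6 (gene ID 100008733) lies on chromosome 10 of OryCun2.0 from 7771596 to 7776408. Its level was 0.117 ± 0.143 CPM in the control group and 383 ± 120 CPM in the TL3h group (SD, n = 3 each), a log2 fold change of 11.65 (standard error 1.95, q = 0.000981). IL20 (gene ID 100353705, chromosome 16, 65501125 to 65504370) rose to 118 ± 82.2 CPM (SD, n = 3) at 3 hours, at least 1594-fold higher than the control group (q = 0.00145). DHRS9 (gene ID 100339898, chromosome 7, 108830638 to 108852929) rose to 85.8 ± 29.6 CPM (SD, n = 3), at least 1162-fold higher (q = 0.00188). The fold changes that the paper prints for these genes after trabeculectomy are 6615.9, 4976.7, and 2111.6. The fit gave 3209 for IL6, which differs from the paper's value. For IL20 and DHRS9 the values here are bounds from mean CPM, so they are not like measures. How the paper's fold changes were computed is not stated in its text.

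In Table S2, MMP13 (gene ID 100008685, chromosome 1, 113615791 to 113627813) was at 209 ± 171 CPM (SD, n = 3) in the TL3d group, at least 2831-fold higher than the control group (q = 0.0169). MMP3 (gene ID 100009111, chromosome 1, 113716113 to 113724650) was at 26.9 ± 16.0 CPM (SD, n = 3), at least 365-fold higher (q = 0.0114). LOC103351517, annotated as C-C motif chemokine 7, lies on chromosome 19 from 23792019 to 23793601 and rose from 0.272 ± 0.29 to 228 ± 166 CPM (SD, n = 3 each), a log2 fold change of 9.70 (standard error 1.92, q = 0.0149). Its q rose to 0.0597 without control replicate 1 (6.27e-11 to 0.0597 over its alternatives), and MMP13 and MMP3 also lost their side of the threshold when single replicates were left out.

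The values in Table S3 depended on single libraries. TNC (gene ID 100301551, on unplaced sequence, 12560675 to 12654800) was at 0.538, 1622, and 610 CPM in TL14d replicates 1, 2, and 3, against 1.59 ± 1.43 CPM (SD, n = 3) in the control group. Its log2 fold change was 8.87 (standard error 2.14, q = 0.346), and q was 0.0067 without TL14d replicate 1 (3.76e-07 to 0.978 over its alternatives). MMP13 at 14 days was at 0.0336, 81.6, and 2.12 CPM in replicates 1, 2, and 3, at least 378-fold higher on average than the control group (q = 0.346, and 5.41e-05 to 0.978 over its alternatives, with 0.024 without TL14d replicate 1). R3HDML had too few counts to be tested.

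In Table S4, SMTNL2 (gene ID 100348773, chromosome 19, 14010353 to 14028997) was at 0.866 ± 0.651 CPM (SD, n = 3) in the control group and at least 7.43-fold lower at 3 hours (q = 0.0131). Its q was 0.0595 with limma-trend at a pseudocount of 1 (0.00142 to 0.0595 over its alternatives). KLHL14 (gene ID 100349752, chromosome 9, 74008852 to 74107235) had a log2 fold change of -6.85 (standard error 1.42, q = 0.00323), from 15.2 ± 16.2 to 0.128 ± 0.0389 CPM (SD, n = 3 each). C13H1orf194 (gene ID 100339912, chromosome 13, 55107506 to 55112702) had a log2 fold change of -3.97 (standard error 1.20, q = 0.0209). Its q was 0.0727 without TL3h replicate 3 (0.00146 to 0.0727 over its alternatives).

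In Table S5, LOC100353821, annotated as cytochrome P450 2F5 on unplaced sequence from 263189152 to 263198808, fell from 133 ± 60.8 CPM in the control group to 0.0761 ± 0.108 CPM at 3 days (SD, n = 3 each). Its log2 fold change was -10.60 (standard error 2.36, q = 0.0189), and q was 0.0747 without TL3d replicate 2 (5.09e-08 to 0.0747 over its alternatives). CYP2A11 (gene ID 100328596, unplaced sequence, 263151264 to 263156743) fell from 808 ± 343 to 5.51 ± 2.3 CPM (SD, n = 3 each), a log2 fold change of -7.20 (standard error 1.16, q = 0.01). CYP2A11 and LOC100353821 belong to a gene family whose members can share reads, and 25% and 16.7% of their count values were fractions. NKAIN3 (gene ID 103348032, chromosome 3, 77996858 to 78743412) was at 1.86 ± 1.01 CPM (SD, n = 3) in the control group and had a count of 0 in the TL3d libraries, at least 22.0-fold lower (q = 0.0315). Its q was 0.0863 without TL3d replicate 1 (4.54e-05 to 0.0863 over its alternatives).

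For the first genes of Table S6, TL14d replicate 1 was above the other TL14d libraries. LOC100353821 was at 161, 0.163, and 3.94 CPM in TL14d replicates 1, 2, and 3 (log2 fold change -1.28, standard error 1.47, q = 0.789). LOC100351425, annotated as a membrane-associated phospholipase A2 on chromosome 13 from 132944426 to 132948859, was at 2.12, 0, and 0.0326 CPM (log2 fold change -2.65, q = 0.571). GRIK1 (gene ID 100354052, chromosome 14, 159012382 to 159446919) was at 18.1, 0, and 0.391 CPM (log2 fold change -1.56, standard error 1.58, q = 0.756). Without TL14d replicate 1, q was 0.0314 for LOC100353821 (0.0314 to 0.988 over its alternatives) and 0.0416 for LOC100351425 (0.0416 to 0.978), while GRIK1 stayed over the threshold at 0.0581 (0.0581 to 1).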

Representative significantly upregulated and downregulated biological processes based on GO analyses using the significantly changed genes after MicroShunt insertion are listed in Supplementary Tables S7–S12. In GO analyses, the expressions of genes involved in the inflammation and immune responses increased at 3 hours, 3 days, and 14 days after surgery. Changes in postoperative gene expression were compared between the MicroShunt and trabeculectomy groups at each time point. 

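In the trabeculectomy group, 6733 of 14835 genes were past the threshold at 3 hours compared with the control group, 3435 higher and 3298 lower. At 3 days, 2608 genes were past it, 1569 higher and 1039 lower. At 14 days, 0 genes were past it, and 1538 genes had an unadjusted p-value under 0.05. In the test of the 3 time points together, 7769 genes were past the threshold. All 3 libraries lay on the same side of all 3 control libraries in 57.3% of the genes at 3 hours, 45.5% at 3 days, and 11.1% at 14 days, where chance gives 10%. The counts at 3 days and 14 days moved most with the test and with single libraries. The count at 3 hours moved most with a fold change of at least 2 as a further condition, which left 4270 genes. With DESeq2 in place of edgeR, 4471 genes were past the threshold at 3 days and 367 at 14 days. Across the 12 fits that each left out 1 library, the count ranged from 5280 to 7271 genes at 3 hours, from 359 to 3778 at 3 days, and from 0 to 716 at 14 days. The highest count at 14 days was that without TL14d replicate 1. At 3 hours, the direction of the changes also depended on the normalization. With library size only, the median log2 fold change of all genes was -0.47, and 25.0% of the genes past the threshold were higher, against 51.0% with TMM normalization.

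Between 3 hours and 3 days, 1650 genes were past the threshold at both time points, of which 849 were higher at both, 581 were lower at both, and 220 changed in opposite directions. Across genes, which are not independent replicates, the log2 fold changes at 3 hours and 3 days had a correlation of 0.51. Unchanged groups simulated against a shared group of simulated controls gave a correlation of 0.49, since the comparisons share their controls. They gave 0 genes past the threshold in the same direction at both time points over 20 simulations. The simulations held no changed genes, so their correlation is no baseline for the 0.51 of data with many changed genes.

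At 3 hours, the largest fitted increases among genes past the threshold with a mean of at least 1 CPM and no overlap with the control libraries were those of IL20, IL6, DHRS9, IL36G, and CXCL8. IL36G (gene ID 100355269, chromosome 2, 97749540 to 97754528) had a count of 0 in the control libraries and was at 5.81 ± 2.91 CPM (SD, n = 3), at least 78.7-fold higher (q = 0.00224). CXCL8 (gene ID 100009129, chromosome 15, 76368959 to 76371691) rose from 2.22 ± 2.45 to 1995 ± 329 CPM (SD, n = 3 each), a log2 fold change of 9.81 (standard error 2.25, q = 0.00544). The largest fitted decreases were those of KLHL14, RBBP8NL, TRIM46, PCDH8, and CABP1. RBBP8NL (gene ID 103347278, unplaced sequence, 471010145 to 471023683) fell from 21.5 ± 10.0 to 0.939 ± 0.419 CPM (SD, n = 3 each), with a log2 fold change of -4.51 (standard error 0.64, q = 0.000415). The log2 fold changes were -4.48 for TRIM46 (gene ID 100357399, chromosome 13, 37509128 to 37518514, q = 0.00449), -4.45 for PCDH8 (gene ID 100343395, chromosome 8, 54261730 to 54267372, q = 0.0315), and -4.43 for CABP1 (gene ID 100350943, chromosome 21, 11932160 to 12003062, q = 0.0122). Without TL3h replicate 3, the q of PCDH8 was 0.0992 (0.000482 to 0.0992 over its alternatives).

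At 3 days, the largest fitted increases were those of MMP13, MMP3, LOC100357363, PPBP, and PLA2G2F, all against control libraries with 3 counts or fewer. A fitted fold change of such a gene depends on the prior count, so the rank of these genes, and of IL20, DHRS9, and IL36G at 3 hours, is not fixed by the counts. LOC103351517, whose control level was measured, has a larger fold change than the bounds of 4 of these 5 genes at 3 days. LOC100357363, annotated as insulin growth factor-like family member 1 on unplaced sequence from 383638535 to 383640255, was at least 87.7-fold higher (q = 0.0178). PPBP (gene ID 103350825, chromosome 15, 76286735 to 76287577) was at least 533-fold higher (q = 0.0286), and PLA2G2F (gene ID 100343150, chromosome 13, 132853630 to 132860834) was at least 192-fold higher (q = 0.0114). Among the largest fitted decreases were those of LOC100353821, GRIK1, MYOC, and CYP2A11. GRIK1, which held 2, 3, and 2 counts in the TL3d libraries, was 216-fold lower against a level of 3 counts (q = 0.0394). MYOC (gene ID 100008897, chromosome 13, 21157279 to 21167175) was at least 55.6-fold lower (q = 0.0178). LOC100357363, PPBP, PLA2G2F, GRIK1, and MYOC lost their side of the threshold when single libraries were left out, and GRIK1 also lost it with limma-trend at a pseudocount of 1. The highest q over the alternatives was 0.0579 for LOC100357363, 0.0978 for PPBP, 0.0509 for PLA2G2F, 0.126 for GRIK1, and 0.0697 for MYOC.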

Scatter plot analyses showed that the number of genes whose expression levels differed over time tended to increase (Figs. 7A–7C). However, as shown by the volcano plot, no gene showed a statistically significant change in expression level in either of the two groups (Figs. 7D–7F).

**Figure 7.**
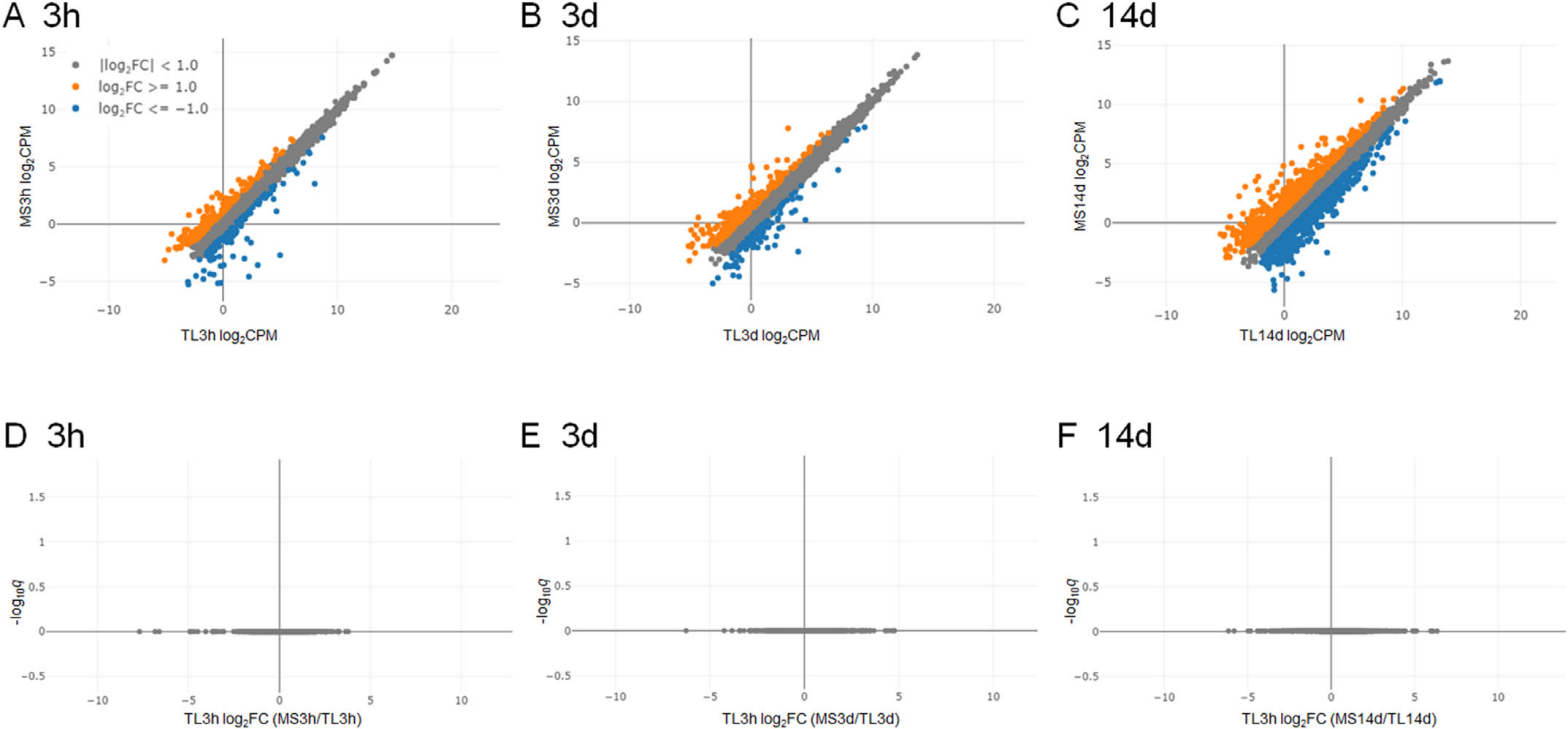
Comparison of MS insertion and TL RNA-seq results by scatter plot (A–C) and volcano plot (D–F). The expression levels of each gene in the bleb conjunctiva at 3 hours (A), 3 days (B), and 14 days (C) after MS and TL are shown using a scatter plot. The vertical and horizontal axes represent the MS and TL expression levels, respectively. *Orange* and *blue dots* indicate genes that were more than twice as high or more than twice as low in MS as TL, respectively. Data are shown as the average value of three eyes. (D, E, and F) Statistical analysis results of changes in the expression levels of each gene between MS and TL at 3 hours (D), 3 days (E), and 14 days (F) after the operation using a volcano plot. No genes differed significantly at any time point.

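The spread between the 3 eyes behind each average was widest at 14 days. Over the 13253 genes with a mean of at least 1 CPM, the median SD of log2 CPM (pseudocount 0.5) was 0.23 in the control group, 0.26 in the TL3h group, 0.21 in the TL3d group, and 0.32 in the TL14d group. It was 0.18 at 14 days without TL14d replicate 1, 0.12 in the control group without replicate 3, and 0.12 at 3 days without replicate 3. An SD over 2 libraries has a lower median than an SD over 3 at the same spread, so part of each fall comes from the smaller number. In the TL3h group it ranged from 0.18 to 0.22 when single libraries were left out. Between pairs of libraries of 1 group, the lowest correlation across genes was 0.93 in the control group, 0.962 at 3 hours, 0.924 at 3 days, and 0.881 at 14 days. In TL14d replicate 1, the mean correlation was 0.962 with the control libraries and 0.898 with the other TL14d libraries.

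The genes of the proteins that the paper measured in aqueous humor or by immunostaining are given with their values per group. CCL2, which encodes MCP-1 (gene ID 100009130, chromosome 19, 23720271 to 23721930), was at 0.94 ± 1.08 CPM in the control group, 432 ± 79.6 CPM at 3 hours, 70.8 ± 23.9 CPM at 3 days, and 7.72 ± 10.7 CPM at 14 days (SD, n = 3 each). Its log2 fold change was 8.84 at 3 hours (standard error 1.44, q = 0.000841), 6.23 at 3 days (standard error 1.29, q = 0.0166), and 3.04 at 14 days (standard error 1.14, q = 0.422). For IL6, the log2 fold change was 6.10 at 3 days (standard error 1.67, q = 0.0348) and 5.80 at 14 days (standard error 1.66, q = 0.346). At 14 days its q was 0.0244 without TL14d replicate 1 and 0.00349 with DESeq2 (0.00349 to 0.978 over its alternatives). At 14 days the level of IL6 was 0.0336, 18.2, and 1.6 CPM in replicates 1, 2, and 3. Without control replicate 2, the q at 3 days was 0.112 for IL6 (0.000159 to 0.112 over its alternatives) and 0.0635 for CCL2 (7.39e-08 to 0.0635).

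ACTA2, which encodes α-SMA (gene ID 100009271, chromosome 18, 36853676 to 36870691), was at 11.9 ± 5.86 CPM in the control group and 31.7 ± 3.02 CPM at 3 hours (SD, n = 3 each). It was at 21.1, 120, and 450.01 CPM in the TL3d libraries and at 5.14, 142, and 352 CPM in the TL14d libraries. The log2 fold change was 1.41 at 3 hours (q = 0.375, and 0.0246 with only the 6 libraries compared, the lowest of 0.0246 to 0.591 over its alternatives), 4.04 at 3 days (standard error 1.33, q = 0.061), and 3.80 at 14 days (standard error 1.32, q = 0.405). Without TL14d replicate 1, q was 0.0172 at 3 days (0.00172 to 0.165 over its alternatives) and 0.0473 at 14 days (0.0244 to 0.978). COL1A1 (gene ID 100347598, chromosome 19, 37474894 to 37490691), whose count values were all fractions, was at 9767 ± 8197 CPM in the control group and 26405 ± 3676 CPM at 3 hours (SD, n = 3 each). Its log2 fold change was 1.43 at 3 hours (q = 0.352), -0.33 at 3 days (q = 0.86), and -0.18 at 14 days (q = 0.968). Without control replicate 3, the log2 fold change of COL1A1 was 0.53 at 3 days and 0.69 at 14 days. COL1A2 (gene ID 100008997, chromosome 10, 34497959 to 34533742) had log2 fold changes of 1.43, -0.69, and -0.37 at these time points, with q of 0.319, 0.68, and 0.923. At 14 days it was 0.29 without control replicate 3.

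**Figure D1:**
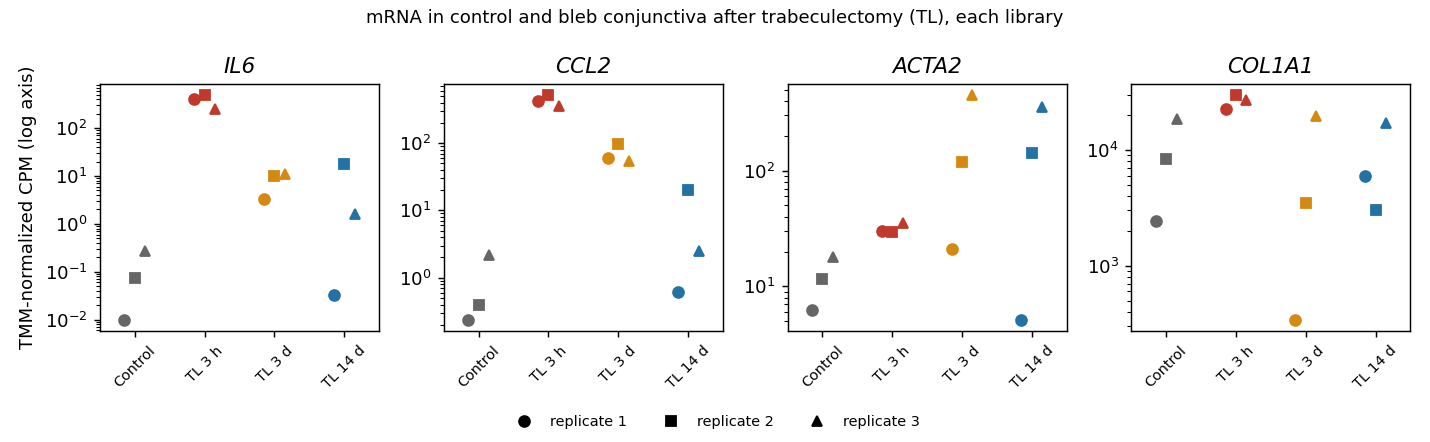
TMM-normalized CPM (log axis) of IL6, CCL2, ACTA2, and COL1A1 in each of 12 libraries, with 1 point per library, the group on the horizontal axis, and the replicate number as the symbol. Values under 0.01 CPM are drawn at 0.01, which applies to IL6 in control replicate 1. IL6 and CCL2 lie above the control libraries at 3 hours and 3 days, and TL14d replicate 1 lies at 0.0336 CPM for IL6 and 5.14 CPM for ACTA2, below the other TL14d libraries.

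From the scatter plots of these averages against those of the MicroShunt group, the paper states that the number of genes that differed between the operations tended to rise with time, and from the volcano plots that none of them passed its test (Fig. 7).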

## Discussion

The IOP-lowering effects of MicroShunt insertion were confirmed in this 12-week study using a rabbit surgical model. The IOP-lowering effect of the MicroShunt was similar to that of trabeculectomy. This is the first study to demonstrate in a rabbit model that the IOP-lowering effect of the MicroShunt is comparable to that of trabeculectomy. The clinical results of MicroShunt insertion have been reported, and a stable decrease in IOP has been demonstrated for up to one–five years after surgery.^23^^–^^25^^,^^29^ These results imply that MicroShunt insertion may provide long-term IOP reduction.

Trabeculectomy is effective for lowering IOP, but a high level of skill is required for safe performance. MicroShunt insertion, in contrast to trabeculectomy, does not require a scleral incision, sclerectomy, iridectomy, or delicate control of suture tension. Therefore, the MicroShunt procedure is easier and was performed within 15 minutes in this study, compared with 30 minutes for a trabeculectomy. A reduced operation time has the advantage of reducing the burden on both the patient and the surgeon. Moreover, we compared the postoperative inflammatory status of trabeculectomy and MicroShunt insertion based on cytokine concentrations in the aqueous humor. Although the concentrations of IL-6 and MCP-1 did not differ significantly, they tended to be higher at two weeks after trabeculectomy but not after MicroShunt insertion. Although no statistically significant difference was observed, this result suggests that the trabeculectomy procedure could cause inflammation.^26^ No changes in the inflammatory cytokines MCP-1 and IL-6 were observed after MicroShunt insertion, implying that MicroShunt insertion does not elicit an excessive inflammatory reaction in the eye. However, because the number of experiments was small in this study, clinical validation is required.

MicroShunt is constructed from SIBS,^18^ which has been in clinical use as a coating for coronary stents (TAXUS Stent^19^) since 2000 and has been found to be inert and safe.^20^ In this study, the results of bleb appearance, bleb immunohistochemistry, and RNA sequence analyses showed no differences between the MicroShunt and trabeculectomy groups over the 12-week observation period. In our limited number of cases, no reactions (such as excessive inflammation due to MicroShunt implantation) were observed; thus, the device was considered safe. However, given the short observation period of three months and the small number of animals used, further studies are needed to establish long-term safety.

In conclusion, postoperative IOP, bleb appearance, and immunohistochemical analysis results were similar in the trabeculectomy and MicroShunt groups. These results imply that MicroShunt insertion is as effective as trabeculectomy in lowering IOP.

## Supplementary Material

Supplement 1

# Supplementary material for: Intraocular Pressure-Lowering Effects of Trabeculectomy Versus MicroShunt Insertion in Rabbit Eyes
**Source:** Transl Vis Sci Technol. 2021 Aug 6;10(9):9. doi: 10.1167/tvst.10.9.9
**Supplement:** Supplement 1

# Bleb area score

- 0: no bleb
- 1: very small
- 2: small
- 3: medium
- 4: large

1: very small

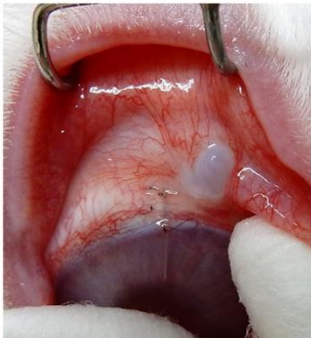

2: small

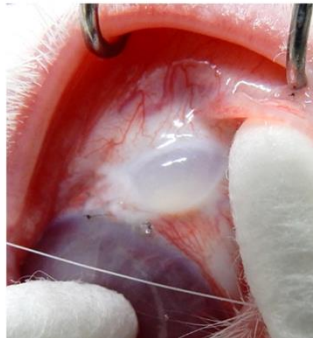

3: medium

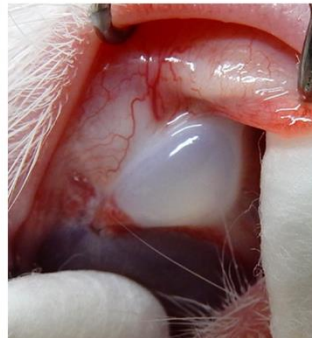

4: large

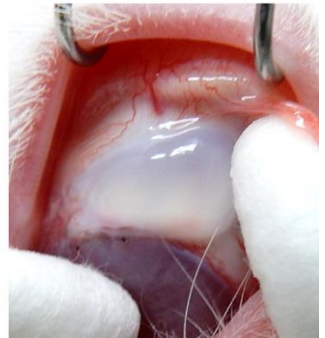

Supplementary Figure S1. Bleb area score criteria.

# Bleb vascularity score

- 1: avascular
- 2: normal vascularization
- 3: mild vessel inflammation
- 4: moderate or severe inflammation

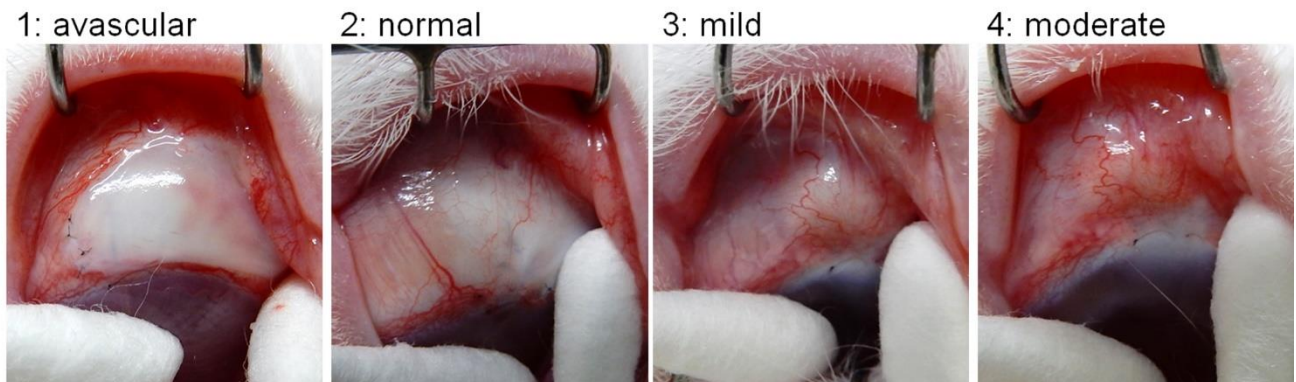

Supplementary Figure S2. Bleb vascularity score criteria.

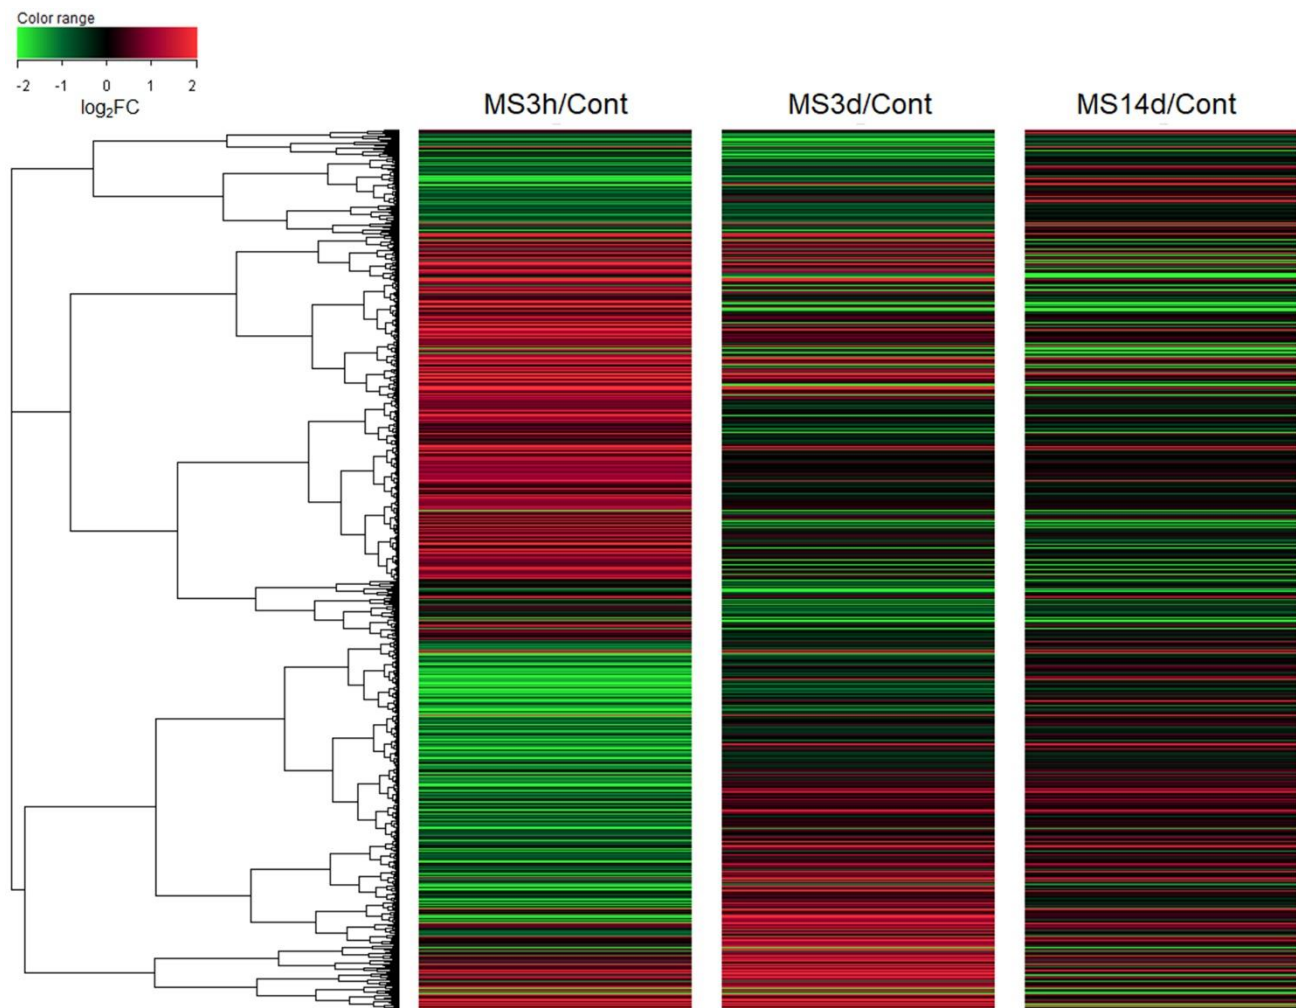

Supplementary Figure S3. Hierarchy-clustered heatmap image of genes that changed significantly in bleb conjunctiva after MicroShunt insertion (MS in figure labeling). Of the 14,839 genes with comparable expression, statistically significant changes compared to the control occurred in 10,328 after MS insertion. Data are shown as  $\log_2 FC$  (FC; fold change,  $n = 3$ ).

Supplementary Table S1: Top 30 genes with increased expression at 3-hour (3h) after MicroShunt (MS) insertion and fold-changes of these genes at 3h after trabeculectomy (TL)

| <i>Gene Symbol</i>  | Fold change<br>[MS3h/cont] | Fold change<br>[TL3h/cont] |
|---------------------|----------------------------|----------------------------|
| <i>IL6</i>          | 6274.3                     | 6615.9                     |
| <i>IL20</i>         | 3601.4                     | 4976.7                     |
| <i>DHRS9</i>        | 1847.7                     | 2111.6                     |
| <i>CXCL8</i>        | 925.5                      | 1334.5                     |
| <i>SERPINE1</i>     | 887.2                      | 1220.5                     |
| <i>FOSL1</i>        | 809.2                      | 953.8                      |
| <i>IL23A</i>        | 744.8                      | 715.7                      |
| <i>FGF23</i>        | 699.7                      | 977.1                      |
| <i>PPBP</i>         | 683.6                      | 908.8                      |
| <i>IL36G</i>        | 615.0                      | 716.2                      |
| <i>KRT16</i>        | 596.6                      | 835.6                      |
| <i>ARG1</i>         | 568.6                      | 817.2                      |
| <i>MMP10</i>        | 567.8                      | 612.1                      |
| <i>FPR2</i>         | 509.1                      | 772.0                      |
| <i>MMP3</i>         | 466.3                      | 338.9                      |
| <i>CCL2</i>         | 452.1                      | 708.6                      |
| <i>NTS</i>          | 412.1                      | 311.4                      |
| <i>HRH4</i>         | 397.1                      | 176.0                      |
| <i>PTX3</i>         | 319.3                      | 589.5                      |
| <i>GPR3</i>         | 312.0                      | 239.2                      |
| <i>CCR1</i>         | 310.0                      | 382.5                      |
| <i>LOC108175374</i> | 268.6                      | 92.0                       |
| <i>IL1A</i>         | 241.5                      | 429.6                      |
| <i>THBS1</i>        | 235.0                      | 304.0                      |
| <i>ABCB11</i>       | 227.1                      | 414.0                      |
| <i>C13H1orf162</i>  | 226.7                      | 365.9                      |
| <i>GNG4</i>         | 216.6                      | 271.4                      |
| <i>IL1B</i>         | 215.1                      | 415.3                      |
| <i>TNFAIP6</i>      | 198.6                      | 255.2                      |
| <i>LOC100347441</i> | 186.2                      | 129.4                      |

Supplementary Table S2: Top 30 genes with increased expression at 3-day (3d) after MicroShunt (MS) insertion and fold-changes of these genes at 3d after trabeculectomy (TL)

| <i>Gene Symbol</i>  | Fold change<br>[MS3d/cont] | Fold change<br>[TL3d/cont] |
|---------------------|----------------------------|----------------------------|
| <i>MMP13</i>        | 7997.4                     | 9940.6                     |
| <i>MMP3</i>         | 2253.4                     | 1891.7                     |
| <i>LOC103351517</i> | 1364.0                     | 1024.4                     |
| <i>PPBP</i>         | 936.9                      | 1522.7                     |
| <i>PLA2G2F</i>      | 788.6                      | 661.3                      |
| <i>FGF23</i>        | 783.6                      | 875.0                      |
| <i>IL1A</i>         | 359.4                      | 429.3                      |
| <i>OTOG</i>         | 335.3                      | 257.2                      |
| <i>LOC103346278</i> | 299.1                      | 282.0                      |
| <i>LOC100358922</i> | 295.4                      | 237.6                      |
| <i>LOC100357363</i> | 294.2                      | 648.1                      |
| <i>IL20</i>         | 278.5                      | 413.2                      |
| <i>CDSN</i>         | 267.4                      | -                          |
| <i>MMP9</i>         | 260.4                      | 436.9                      |
| <i>KRT16</i>        | 247.1                      | 270.6                      |
| <i>DPYSL4</i>       | 244.4                      | 135.0                      |
| <i>LOC100347441</i> | 223.4                      | 357.7                      |
| <i>RSPO2</i>        | 210.0                      | 249.3                      |
| <i>SERPINB13</i>    | 209.4                      | 179.3                      |
| <i>LOC100351904</i> | 186.0                      | 192.7                      |
| <i>DCDC2C</i>       | 179.7                      | -                          |
| <i>TNC</i>          | 168.1                      | 360.0                      |
| <i>PRG4</i>         | 166.5                      | 184.6                      |
| <i>SCGB3A2</i>      | 164.1                      | 36.9                       |
| <i>COCH</i>         | 157.0                      | 127.2                      |
| <i>THEM5</i>        | 154.1                      | 49.1                       |
| <i>MUC17</i>        | 151.2                      | 114.4                      |
| <i>MMP25</i>        | 146.7                      | 90.5                       |
| <i>FGFBP2</i>       | 135.9                      | 58.2                       |
| <i>BPI</i>          | 134.2                      | 77.4                       |

Supplementary Table S3: Top 30 genes with increased expression at 14-day (14d) after MicroShunt (MS) insertion and fold-changes of these genes at 14d after trabeculectomy (TL)

| <i>Gene Symbol</i>  | Fold change<br>[MS14d/cont] | Fold change<br>[TL-14d/cont] |
|---------------------|-----------------------------|------------------------------|
| <i>TNC</i>          | 1041.2                      | 71.9                         |
| <i>MMP13</i>        | 717.9                       | 158.5                        |
| <i>R3HDML</i>       | 524.9                       | -                            |
| <i>LOC100358018</i> | 521.6                       | -                            |
| <i>RSPO2</i>        | 485.0                       | 71.8                         |
| <i>ANKRD1</i>       | 457.1                       | 135.2                        |
| <i>MMP3</i>         | 454.3                       | 31.8                         |
| <i>IBSP</i>         | 421.1                       | 220.0                        |
| <i>CNGA3</i>        | 387.9                       | 95.3                         |
| <i>MMP12</i>        | 301.7                       | 193.5                        |
| <i>LOC100357363</i> | 243.0                       | 33.4                         |
| <i>LOC103347109</i> | 184.8                       | -                            |
| <i>LOC103351517</i> | 176.8                       | 25.5                         |
| <i>LOC108175368</i> | 176.7                       | 19.8                         |
| <i>MMP9</i>         | 172.9                       | 92.0                         |
| <i>OTOG</i>         | 162.7                       | 18.1                         |
| <i>PPBP</i>         | 152.5                       | 102.5                        |
| <i>LRRC15</i>       | 125.8                       | 40.9                         |
| <i>LOC100349650</i> | 123.3                       | -                            |
| <i>LOC103346278</i> | 117.8                       | 9.4                          |
| <i>EDIL3</i>        | 110.6                       | 15.0                         |
| <i>UPK3A</i>        | 108.9                       | 41.2                         |
| <i>DCDC2C</i>       | 103.4                       | -                            |
| <i>PGER2</i>        | 102.8                       | 12.7                         |
| <i>WNT3</i>         | 96.8                        | 8.7                          |
| <i>THBS1</i>        | 96.0                        | 25.3                         |
| <i>LOC100344039</i> | 93.6                        | -                            |
| <i>ZBED2</i>        | 84.7                        | -                            |
| <i>LOC100354881</i> | 84.5                        | 13.0                         |
| <i>ACAN</i>         | 83.2                        | 64.4                         |

Supplementary Table S4: Top 30 genes with decreased expression at 3-hour (3h) after MicroShunt (MS) insertion and fold-changes of these genes at 3h after trabeculectomy (TL)

| <i>Gene Symbol</i>  | Fold change<br>[MS3h/cont] | Fold change<br>[TL3h/cont] |
|---------------------|----------------------------|----------------------------|
| <i>SMTNL2</i>       | 0.0116                     | -                          |
| <i>KLHL14</i>       | 0.0213                     | 0.0132                     |
| <i>C13H1orf194</i>  | 0.0219                     | 0.0581                     |
| <i>FOXN1</i>        | 0.0222                     | 0.0758                     |
| <i>ADARB2</i>       | 0.0259                     | 0.0818                     |
| <i>LOC103351661</i> | 0.0264                     | -                          |
| <i>SMC1B</i>        | 0.0291                     | 0.1175                     |
| <i>EDAR</i>         | 0.0308                     | 0.1055                     |
| <i>PCDH8</i>        | 0.0310                     | 0.0414                     |
| <i>TMEM27</i>       | 0.0332                     | -                          |
| <i>LNP1</i>         | 0.0373                     | -                          |
| <i>FAT2</i>         | 0.0375                     | 0.0563                     |
| <i>LOC100343059</i> | 0.0416                     | 0.0407                     |
| <i>LOC100344261</i> | 0.0436                     | -                          |
| <i>LOC100346910</i> | 0.0443                     | 0.0897                     |
| <i>CLDN8</i>        | 0.0448                     | 0.0942                     |
| <i>LOC103347128</i> | 0.0467                     | 0.0524                     |
| <i>FBXO43</i>       | 0.0482                     | 0.1512                     |
| <i>LOC100349939</i> | 0.0514                     | 0.0116                     |
| <i>LOC100348313</i> | 0.0524                     | 0.1424                     |
| <i>LOC100357811</i> | 0.0530                     | 0.0357                     |
| <i>RDH12</i>        | 0.0547                     | 0.1147                     |
| <i>FAM167A</i>      | 0.0550                     | 0.0464                     |
| <i>RASGRF1</i>      | 0.0557                     | 0.2815                     |
| <i>LOC103352092</i> | 0.0581                     | 0.0594                     |
| <i>PRR11</i>        | 0.0592                     | 0.0298                     |
| <i>CENPA</i>        | 0.0608                     | 0.0587                     |
| <i>PPARGC1A</i>     | 0.0612                     | 0.0831                     |
| <i>TRIM46</i>       | 0.0613                     | 0.0497                     |
| <i>SLC16A12</i>     | 0.0629                     | 0.0645                     |

Supplementary Table S5: Top 30 genes with decreased expression at 3-day (3d) after MicroShunt (MS) insertion and fold-changes of these genes at 3d after trabeculectomy (TL)

| <i>Gene Symbol</i>  | Fold change<br>[MS3d/cont] | Fold change<br>[TL3d/cont] |
|---------------------|----------------------------|----------------------------|
| <i>LOC100353821</i> | 0.0014                     | 0.0003                     |
| <i>CYP2A11</i>      | 0.0033                     | 0.0068                     |
| <i>NKAIN3</i>       | 0.0069                     | 0.0046                     |
| <i>OPCML</i>        | 0.0072                     | 0.0156                     |
| <i>LOC100349939</i> | 0.0082                     | 0.0058                     |
| <i>ERBB4</i>        | 0.0101                     | 0.0149                     |
| <i>LOC100342572</i> | 0.0106                     | 0.0101                     |
| <i>MPZ</i>          | 0.0114                     | -                          |
| <i>MYOC</i>         | 0.0120                     | 0.0069                     |
| <i>NEB</i>          | 0.0129                     | -                          |
| <i>CCKBR</i>        | 0.0130                     | 0.0381                     |
| <i>C13H1orf194</i>  | 0.0132                     | 0.0221                     |
| <i>SEC14L3</i>      | 0.0146                     | -                          |
| <i>GRM7</i>         | 0.0149                     | -                          |
| <i>LOC103350283</i> | 0.0173                     | -                          |
| <i>LOC100356756</i> | 0.0197                     | -                          |
| <i>SMC1B</i>        | 0.0207                     | 0.1123                     |
| <i>S100B</i>        | 0.0214                     | -                          |
| <i>KCNJ3</i>        | 0.0215                     | -                          |
| <i>NRG3</i>         | 0.0234                     | -                          |
| <i>GRIK1</i>        | 0.0236                     | -                          |
| <i>LOC100351425</i> | 0.0239                     | 0.0200                     |
| <i>CYP4A7</i>       | 0.0241                     | 0.0389                     |
| <i>PTN</i>          | 0.0243                     | 0.0122                     |
| <i>LOC108178096</i> | 0.0246                     | 0.1026                     |
| <i>PLCXD3</i>       | 0.0257                     | -                          |
| <i>MAK</i>          | 0.0268                     | 0.0975                     |
| <i>DPP6</i>         | 0.0280                     | 0.0293                     |
| <i>PCDH8</i>        | 0.0285                     | 0.0221                     |
| <i>ZP4</i>          | 0.0306                     | -                          |

Supplementary Table S6: Top 30 genes with decreased expression at 14-day (14d) after MicroShunt (MS) insertion and fold-changes of these genes at 14d after trabeculectomy (TL)

| <i>Gene Symbol</i>  | Fold change<br>[MS14d/cont] | Fold change<br>[TL-14d/cont] |
|---------------------|-----------------------------|------------------------------|
| <i>LOC100353821</i> | 0.0039                      | 0.0385                       |
| <i>LOC100351425</i> | 0.0045                      | 0.0330                       |
| <i>GRIK1</i>        | 0.0048                      | -                            |
| <i>MPZ</i>          | 0.0052                      | -                            |
| <i>CD5L</i>         | 0.0054                      | -                            |
| <i>SYT13</i>        | 0.0059                      | -                            |
| <i>MYOC</i>         | 0.0067                      | 0.2054                       |
| <i>CNTN3</i>        | 0.0073                      | -                            |
| <i>CDH18</i>        | 0.0082                      | 0.3690                       |
| <i>PTN</i>          | 0.0086                      | 0.6214                       |
| <i>PEG3</i>         | 0.0086                      | -                            |
| <i>ZP4</i>          | 0.0090                      | -                            |
| <i>COL9A3</i>       | 0.0097                      | -                            |
| <i>SCN7A</i>        | 0.0101                      | -                            |
| <i>LOC100342572</i> | 0.0116                      | 0.0381                       |
| <i>SOD3</i>         | 0.0118                      | -                            |
| <i>LOC103346973</i> | 0.0132                      | -                            |
| <i>OPCML</i>        | 0.0144                      | 0.0230                       |
| <i>LOC100359112</i> | 0.0147                      | -                            |
| <i>SLC24A2</i>      | 0.0147                      | 0.1997                       |
| <i>GFAP</i>         | 0.0151                      | -                            |
| <i>FRZB</i>         | 0.0169                      | -                            |
| <i>LOC108178580</i> | 0.0173                      | -                            |
| <i>APOD</i>         | 0.0174                      | -                            |
| <i>TCEAL6</i>       | 0.0179                      | -                            |
| <i>MAK</i>          | 0.0180                      | 1.0035                       |
| <i>SYPL2</i>        | 0.0187                      | -                            |
| <i>SERPINA12</i>    | 0.0191                      | -                            |
| <i>LOC100354078</i> | 0.0198                      | 0.1089                       |
| <i>DLK1</i>         | 0.0200                      | 0.1206                       |

Supplementary Table S7: Top 10 GO biological processes of increased genes at 3-hour after MicroShunt insertion

| GO ID      | GO Term                                      | Count | PValue   |
|------------|----------------------------------------------|-------|----------|
| GO:0006954 | inflammatory response                        | 62    | <0.00001 |
| GO:0006955 | immune response                              | 60    | <0.00001 |
| GO:0008284 | positive regulation of cell proliferation    | 44    | 0.00494  |
| GO:0001525 | angiogenesis                                 | 35    | <0.00001 |
| GO:0010628 | positive regulation of gene expression       | 32    | 0.00372  |
| GO:0045766 | positive regulation of angiogenesis          | 29    | <0.00001 |
| GO:0030335 | positive regulation of cell migration        | 25    | 0.00221  |
| GO:0070374 | positive regulation of ERK1 and ERK2 cascade | 25    | 0.02318  |
| GO:0008360 | regulation of cell shape                     | 24    | 0.00017  |
| GO:0001666 | response to hypoxia                          | 23    | 0.00005  |

Supplementary Table S8: Top 10 GO biological processes of decreased genes at 3h after MicroShunt insertion

| GO ID      | GO Term                                                 | Count | PValue   |
|------------|---------------------------------------------------------|-------|----------|
| GO:0007165 | signal transduction                                     | 34    | 0.02767  |
| GO:0042384 | cilium assembly                                         | 27    | <0.00001 |
| GO:0046777 | protein autophosphorylation                             | 23    | 0.04074  |
| GO:0006260 | DNA replication                                         | 21    | 0.00001  |
| GO:0035023 | regulation of Rho protein signal transduction           | 20    | 0.00064  |
| GO:0007018 | microtubule-based movement                              | 19    | 0.00002  |
| GO:0000724 | double-strand break repair via homologous recombination | 17    | 0.00033  |
| GO:0001843 | neural tube closure                                     | 17    | 0.00072  |
| GO:0007059 | chromosome segregation                                  | 16    | <0.00001 |
| GO:0007224 | smoothened signaling pathway                            | 16    | 0.00173  |

Supplementary Table S9: Top 10 GO biological processes of increased genes at 3d after MicroShunt insertion

| GO ID      | GO Term                                      | Count | PValue   |
|------------|----------------------------------------------|-------|----------|
| GO:0006955 | immune response                              | 59    | <0.00001 |
| GO:0006954 | inflammatory response                        | 53    | <0.00001 |
| GO:0008284 | positive regulation of cell proliferation    | 33    | 0.01777  |
| GO:0070374 | positive regulation of ERK1 and ERK2 cascade | 29    | 0.00001  |
| GO:0045766 | positive regulation of angiogenesis          | 26    | 0.00000  |
| GO:0010628 | positive regulation of gene expression       | 25    | 0.00786  |
| GO:0008360 | regulation of cell shape                     | 24    | <0.00001 |
| GO:0071222 | cellular response to lipopolysaccharide      | 23    | <0.00001 |
| GO:0045087 | innate immune response                       | 23    | 0.00029  |
| GO:0030335 | positive regulation of cell migration        | 22    | 0.00066  |

Supplementary Table S10: Top 10 GO biological processes of decreased genes at 3d after MicroShunt insertion

| GO ID      | GO Term                                                         | Count | PValue  |
|------------|-----------------------------------------------------------------|-------|---------|
| GO:0007165 | signal transduction                                             | 19    | 0.03032 |
| GO:0007605 | sensory perception of sound                                     | 15    | 0.00045 |
| GO:0043065 | positive regulation of apoptotic process                        | 14    | 0.01524 |
| GO:0051260 | protein homooligomerization                                     | 13    | 0.03819 |
| GO:0043524 | negative regulation of neuron apoptotic process                 | 11    | 0.02712 |
| GO:0007224 | smoothened signaling pathway                                    | 10    | 0.00378 |
| GO:0007156 | homophilic cell adhesion via plasma membrane adhesion molecules | 10    | 0.02081 |
| GO:0071230 | cellular response to amino acid stimulus                        | 8     | 0.00901 |
| GO:0051965 | positive regulation of synapse assembly                         | 8     | 0.01973 |
| GO:0007018 | microtubule-based movement                                      | 8     | 0.02752 |

Supplementary Table S11: Top 10 GO biological processes of increased genes at 14d after MicroShunt insertion

| GO ID      | GO Term                                      | Count | PValue   |
|------------|----------------------------------------------|-------|----------|
| GO:0006955 | immune response                              | 44    | <0.00001 |
| GO:0006954 | inflammatory response                        | 40    | <0.00001 |
| GO:0070374 | positive regulation of ERK1 and ERK2 cascade | 22    | <0.00001 |
| GO:0045087 | innate immune response                       | 18    | 0.00006  |
| GO:0010628 | positive regulation of gene expression       | 18    | 0.00428  |
| GO:0045766 | positive regulation of angiogenesis          | 16    | 0.00004  |
| GO:0007155 | cell adhesion                                | 16    | 0.00438  |
| GO:0006935 | chemotaxis                                   | 15    | <0.00001 |
| GO:0030335 | positive regulation of cell migration        | 14    | 0.00517  |
| GO:0030593 | neutrophil chemotaxis                        | 13    | <0.00001 |

Supplementary Table S12: Top 10 GO biological processes of decreased genes at 14d after MicroShunt insertion

| GO ID      | GO Term                                                         | Count | PValue  |
|------------|-----------------------------------------------------------------|-------|---------|
| GO:0007165 | signal transduction                                             | 22    | 0.00255 |
| GO:0001525 | angiogenesis                                                    | 17    | 0.00025 |
| GO:0007605 | sensory perception of sound                                     | 14    | 0.00108 |
| GO:0008152 | metabolic process                                               | 13    | 0.02194 |
| GO:0051260 | protein homooligomerization                                     | 13    | 0.03060 |
| GO:0030198 | extracellular matrix organization                               | 12    | 0.00160 |
| GO:0007156 | homophilic cell adhesion via plasma membrane adhesion molecules | 10    | 0.01708 |
| GO:0001666 | response to hypoxia                                             | 9     | 0.02925 |
| GO:0002062 | chondrocyte differentiation                                     | 8     | 0.00075 |
| GO:0001570 | vasculogenesis                                                  | 8     | 0.00754 |

How the deposited data were processed for this re-analysis (not part of the article)

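RNA was measured in conjunctiva of Japanese white rabbits in 12 libraries. The control group held 3 libraries from left eyes that were not operated on, and the groups TL3h, TL3d, and TL14d held 3 libraries each from bleb conjunctiva at 3 hours, 3 days, and 14 days after trabeculectomy. Each library was placed in its group by its sample label. Which control eye belongs to which operated eye, and at which time the control tissue was taken, is not stated in the paper's text, so the samples were treated as unpaired. The MicroShunt libraries, the protein measurements, and the intraocular pressures were not analysed here.

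The authors mapped 150 bp paired-end reads to the rabbit genome OryCun2.0 with STAR and used GeneData Profiler Genome to make the values per gene and per transcript. The authors deposited estimated counts, which were not divided by library size and of which 23.4% were fractions in the table of genes. The share of a read that was given to each of several placements is not stated in the paper's text. The authors also deposited FPKM values, which they had divided by transcript length and depth. The FPKM values were not used for any result here. Positions are those of the authors' gene table on OryCun2.0, and a gene on unplaced sequence has its position on a joined sequence of such pieces. The gene names are those of the same table. A reference table for another rabbit assembly was not used.

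The estimated counts were rounded to whole numbers. The plan had been written for counts or, if there were none, for CPM, and its test for counts was kept for these estimated counts. The edgeR filter filterByExpr (minimum count 10, minimum total count 15) kept 14835 of 20566 genes and 26082 of 38710 transcripts. Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3. All 12 libraries entered 1 quasi-likelihood fit without covariates, and each group was tested against the control group, TL14d was tested against TL3h, and the 3 time points were tested together. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. The paper names edgeR and this threshold, and its text does not name the test or the filter in edgeR. Log2 fold changes come from the fit with a prior count of 0.125, and standard errors were taken from the log2 fold change and the test statistic. Levels are CPM with TMM-adjusted library sizes, given as mean ± SD over 3 libraries.

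The total count per library ranged from 27111276 to 38591374. The floor of 3 counts, the most that a count of 0 allows with 95% confidence, lay between 0.0712 and 0.124 CPM. A fold change against a group whose libraries all held 3 counts or fewer was computed against that floor and is given as a lower bound. For libraries with 1 to 3 counts the floor is a convention and not a limit with that confidence. No fold change is given where both groups were at or under it. The floors cover counting error only, since the reads carried no molecular identifiers that would mark copies of 1 molecule.

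The fit was tested on simulated data. Counts of 14835 genes were drawn from the means and library sizes of the samples with 200 genes changed by known amounts, and 141 of them were recovered with the right sign, beside 2 calls that were not changed genes. Of 100 genes changed by 8-fold or more, 94 were recovered. With no changed gene, 0 genes were called for each of the 3 comparisons with the control group. With the replicate number as a block, 135 of the 200 genes were recovered. Whether libraries of 1 group were copies of each other was checked by the squared difference of their counts per gene over its counting variance, which is near 1 for copies, and its lowest value for a pair within a group was 80.9.

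Gene lists for 15 topics were tested with camera (inter-gene correlation 0.01) in limma 3.58.1 on log2 CPM with a prior count of 2, for each of 3 time points against the control group, and adjusted over the 45 tests. The topics were inflammatory mediators outside the paper's tables, neutrophil, monocyte and macrophage, T cell, B and plasma cell, glucocorticoid-induced, p53 targets, cell cycle, Schwann cell, skeletal muscle, myofibroblast and extracellular matrix, epithelium, goblet cell, adipocyte, and pigment cell. The effects at 3 days and 14 days were also compared with those at 3 hours, with 30 tests adjusted together. Transcripts were tested like genes. The spread within groups was the median over genes of the SD of log2 CPM with a pseudocount of 0.5, over genes with a mean of at least 1 CPM. For Tables S1 to S6, the fold changes after trabeculectomy were set beside the values the paper prints. For the MicroShunt fold changes of the same tables, the level that the paper's value implies, which is the mean control CPM times its fold change, was set beside the trabeculectomy libraries.

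The groups, tests, gene lists, and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0 size factors and DESeq2's own test, library size only, the edgeR exact and likelihood-ratio tests, limma-trend with pseudocounts of 0.5, 0.1, and 1, no filter, a filter of at least 1 CPM in every library, only the 6 libraries compared, the replicate number as a block, a fold change of at least 2, and leaving out each library in turn. For the fold changes of Tables S1 to S6 the ratio of mean CPM was also set then, as were, for the gene lists, fry, camera with the inter-gene correlation estimated from the data, and the members outside these tables. The ratio of geometric means, both for the fold changes of Tables S1 to S6 and for the MicroShunt levels, was added after the data were seen. For the fold changes it was tried in 24 combinations of 3 normalizations and 8 prior counts, each compared with the values that the paper prints. TMM with a prior count of 0.25 was picked from them because it came closest to those values, together with DESeq2 size factors at the same prior count, so its closeness is the outcome of that search and no independent check. The paper's text does not state this setting. The rule for the genes named at the results was also set first. It took, for each time point, the 5 largest increases and the 5 largest decreases among genes past the threshold with a mean of at least 1 CPM and all 3 libraries on one side of all 3 control libraries. It added the first 3 genes of each of Tables S1 to S6, every other gene of these tables whose value differed from the paper's, and the genes of the measured proteins, which are IL6, CCL2, ACTA2, COL1A1, and COL1A2. Of the genes that the rule took, 2 are not reported here, and the counts include them. Figures were drawn with matplotlib 3.10.9.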

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

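The tests of library depth, of gene length, of control replicate 3, and of fractional counts among transcripts were chosen only after the result was seen.

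Expression after trabeculectomy differed between the first and the last time point. In the edgeR quasi-likelihood test of TL14d against TL3h, in which the control group cancels, 6715 of 14835 genes were past the threshold, 3402 higher and 3313 lower at 14 days. With only these 6 libraries in the fit, 5194 genes were past it. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one, and the others gave 0. A share under 0.05 is out of reach with 10 splits. The normalization moved the direction of the changes, since 77.6% were higher with library size only against 50.7% with TMM, and the median log2 fold change of all genes was 0.49 with library size only. Across the 12 fits that each left out 1 library, the count ranged from 5464 to 6798. The sample labels name no batch that separates these groups. The time after surgery stays open as the explanation, as a hypothesis.

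The effects at 3 hours and at 3 days also differed. Of the 1650 genes past the threshold at both times, 220 changed in opposite directions, 182 lower and then higher and 38 higher and then lower. The test of TL3d against TL3h, over all genes, called 5537. A difference in depth between the groups is argued against as the cause of the changes against the control group, since thinning every library to a total of 27111276 left 6683 genes past the threshold at 3 hours and 2530 at 3 days, from 6733 and 2608, of which 6582 and 2465 were the same genes. Gene length is argued against as the whole cause as well. After each library's trend with transcript length was removed, 6672 and 2422 genes were past the threshold, of which 6259 and 2240 were the same genes. The direction of small changes at 3 hours depends on the TMM correction. Whether a few genes taking more of the counts caused the low TMM factors there was not tested. The 10 most abundant genes held 12.4%, 14.3%, and 12.9% of the counts in the TL3h libraries. They held 7.4%, 9.7%, and 12.6% in control replicates 1, 2, and 3. The factor was 0.78 in TL3h replicate 1 and 1.03 in control replicate 3, so this share alone does not account for the factors. A change in the cells that make up the tissue and a change within cells both stay open.

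The glucocorticoid-induced list was higher at 3 hours, and the paper does not discuss these genes. The list was included because the trabeculectomy described in the paper ends with a betamethasone injection. Its median log2 fold change at 3 hours was 1.17 in the edgeR fit, with 10 of 13 genes higher, 5 past the threshold over all genes, and 5 adjusted over the list alone (camera q = 0.00591, range over its alternatives 2.58e-05 to 0.803). On the scale of the list test, which averages log2 CPM and so gives single high libraries less weight, the median was 1.72, and it was 1.22 with library size only. From 3 hours to 3 days the list fell by 2.67 on the log2 scale (camera q = 8.79e-05, fry q = 0.00103). From 3 hours to 14 days it fell by 2.70 on the log2 scale (camera q = 0.000248, fry q = 0.000905). The most abundant members at 3 hours were DUSP1, at 156 CPM in the control group and 1189 CPM at 3 hours, GLUL, and ERRFI1. The means of KLF15, TSC22D3, and ZBTB16 were lower at 3 hours than in the control group. Control replicate 3 was the highest control library for each, at 25.3, 428, and 275 CPM. A response to betamethasone is a candidate explanation, and the rise of 1.17 followed by the fall is what it needed. The fall was not particular to this list. Inflammatory mediators, also higher at 3 hours, had a median of -2.63 from then to 14 days (camera q = 0.00239, fry q = 0.00552). Neutrophil genes had a median of -4.56 (camera q = 0.00111, fry q = 0.00888), while the cell cycle list rose by 2.23. The sample labels name mitomycin C and no steroid, and each operated eye also had the injury of surgery, which the design does not separate from the drugs. All 13 genes had a mean of at least 1 CPM in the control group.

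The same list was also high in 1 control library. In control replicate 3 its median was 1.74 above control replicates 1 and 2 on the log2 scale, and of 10000 random lists matched on expression 0 were as far above. Without that library, the median at 3 hours was 2.51 on the scale of the list test. RNA of 3-hour tissue mixed into the library is argued against, since 7 of the 13 genes lay above their mean in the 3-hour libraries, while the other genes raised at least 16-fold at 3 hours showed a median of 3.77% of their rise in it. Other lists also differed in control replicate 3. Neutrophil genes were at -1.22, -0.54, and 1.76 in control replicates 1, 2, and 3. Monocyte and macrophage genes were at -0.94, -0.33, and 1.27, while the cell cycle list was lower in replicate 3, at 0.22, 0.27, and -0.50. The random lists drew genes singly, while members of the glucocorticoid-induced list varied together (estimated inter-gene correlation 0.49). The 0 of 10000 therefore does not single out this list. A raised glucocorticoid level in that rabbit or eye cannot be told apart from other states of the tissue, because it rests on 1 library and no label records steroid exposure.

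The cell cycle list changed direction with time. It was lower at 3 hours, with a median log2 fold change of -1.91 and 23 of 25 genes lower (camera q = 1.54e-07, range over its alternatives 9.44e-09 to 0.73), and higher at 3 days, with a median of 1.13 and 25 of 25 genes higher (camera q = 7.69e-12, range 4.87e-15 to 0.509). Past the threshold over all genes were 20 and 16 of them, and 21 and 22 adjusted over the list alone. The rise from 3 hours was 3.10 to 3 days (camera q = 4.03e-17, fry q = 1.65e-05) and 2.23 to 14 days (camera q = 7.48e-10, fry q = 0.000265) on the log2 scale. The median of 1.13 at 3 days argues against lower levels of these genes in the tissue as a whole at that time. It cannot decide whether mitomycin C arrested some of the cells through 3 days, since RNA of all cells was measured together. A shorter arrest stays open, as do fewer dividing cells in the tissue at 3 hours. The most abundant members at 3 days were PCNA, RRM2, and TOP2A. PCNA was at 55.0, 78.5, and 174 CPM in the control group, at 3 hours, and at 3 days, RRM2 at 24.7, 30.6, and 153 CPM, and TOP2A at 42.7, 8.87, and 93.4 CPM, so the means of PCNA and RRM2 were not lower at 3 hours. All 25 genes had a mean of at least 1 CPM in the control group.

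The p53 target list, outside the genes that the paper discusses, was higher at 3 days, with a median log2 fold change of 1.32, 22 of 23 genes higher, 16 past the threshold over all genes, and 19 adjusted over the list alone (camera q = 3.32e-09, range over its alternatives 3.99e-11 to 0.509). The most abundant members at 3 days were CDKN1A, at 97.1 CPM in the control group and 1125 CPM at 3 days, CCNG1, and MDM2. Part of the list had changed by 3 hours, when 15 genes were past the threshold over all genes, 12 higher and 3 lower. CDKN1A, CCNG1, and MDM2 were then at 1064, 527, and 544 CPM. DNA damage by mitomycin C is a candidate explanation for the median of 1.32. Every operated eye had both mitomycin C and the injury, so the design does not separate them, and other inducers of these genes stay open. All 23 genes had a mean of at least 1 CPM in the control group.

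Lists of neutrophil genes and of monocyte and macrophage genes, outside the genes that the paper discusses, were higher after trabeculectomy. The neutrophil list had a median log2 fold change of 5.57 at 3 hours, with 11 of 11 tested genes higher, 11 past the threshold over all genes, and 11 adjusted over the list alone (camera q = 0.000219, range over its alternatives 5.24e-07 to 0.803). Its most abundant members at 3 hours, S100A8, CSF3R, and CXCR1, rose from 9.19, 7.34, and 8.39 CPM in the control group to 576, 512, and 429 CPM. The monocyte and macrophage list had a median of 2.78 at 3 days, with 11 of 11 genes higher, 7 past the threshold over all genes, and 9 adjusted over the list alone (camera q = 4.88e-05, range 7.71e-07 to 0.73). Its most abundant members at 3 days, CD163, CSF1R, and MRC1, were at 61.2, 82.4, and 85.6 CPM in the control group and 485, 421, and 375 CPM at 3 days. C1QC, the most abundant in the control group, was at 109 CPM there and 113 CPM at 3 days. Control replicate 3 was the highest control library for each gene named here and raised the control means. C1QC was at 32.0, 75.7, and 221 CPM in control replicates 1, 2, and 3, and at 107, 95.2, and 137 CPM in the TL3d libraries. In the control replicates, CD163 was at 7.45, 19.3, and 157 CPM and S100A8 at 0.807, 0.976, and 25.8 CPM. In the control group, 8 of 11 neutrophil genes and 11 of 11 monocyte and macrophage genes had a mean of at least 1 CPM, and 0 genes of either list were on another list. Entry of these cells into the bleb is a candidate explanation, as are higher levels in cells already present. Thinning left 6683 genes at 3 hours and 2530 at 3 days past the threshold over all genes. The lists were not tested after thinning, so depth is not decided for them. Blood left in the tissue was not tested.

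For the 7 lists past the threshold in both camera and fry, which include those above, the result rests on a preset inter-gene correlation of 0.01 or on the rotation test. With the correlation estimated from the data, 0 of 45 tests were past the threshold and 4 had an unadjusted p-value under 0.05.

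In the values per transcript, which the paper does not report on, some genes had 1 transcript past the threshold in each direction against the control group. There were 63 such genes at 3 hours and 4 at 3 days, among 5119 genes with several tested transcripts. The median share of count values that were fractions was 100% among the transcripts of the 63 genes and 100% over all tested transcripts. A division of reads between transcripts by estimation therefore cannot be told apart from a change in transcript use, because fractions mark these transcripts and the others alike.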

How the results depend on the processing

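The ratios of geometric means were chosen only after the result was seen.

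Most counts of genes past the threshold stayed within 1.5 times their values of 6733 at 3 hours, 2608 at 3 days, 0 at 14 days, 6715 for TL14d against TL3h, and 7769 at any time point. This held with DESeq2 size factors, library size only, limma-trend at pseudocounts of 0.5, 0.1, and 1, no filter, and at least 1 CPM in every library, and at 14 days each of these gave 0 genes. With only the 6 libraries compared it held for the first 4 counts, with 0 genes at 14 days, and this alternative was not run for the count at any time point. With DESeq2's own test, 4471 genes were past the threshold at 3 days and 367 at 14 days, and 2605 of the 4471 were the same genes as with edgeR. With the edgeR exact test, 146 genes were past it at 14 days. The cause was not tested. With a fold change of at least 2 as a further condition, 4270 genes remained at 3 hours, 1650 at 3 days, 4211 for TL14d against TL3h, and 5059 at any time point, which the added condition accounts for. Library size only moved the direction of the changes. At 3 hours it gave 7563 genes, of which 25.0% were higher against 51.0% with TMM, with 5187 genes shared, and the median log2 fold change of all genes was -0.47. For TL14d against TL3h it gave 7444 genes, with 5071 shared.

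Across the 12 fits that each left out 1 library, the count of genes ranged from 5280 to 7271 at 3 hours, from 359 to 3778 at 3 days, from 0 to 716 at 14 days, from 5464 to 6798 for TL14d against TL3h, and from 6238 to 8536 at any time point. At 3 days it was 359 without TL3d replicate 2, 370 without control replicate 2, 449 without TL3d replicate 1, and 491 without control replicate 1, and 3778 without TL14d replicate 1. At 14 days it was 716 without TL14d replicate 1, 1 without TL14d replicate 3, and 1 without TL3h replicate 2, against 1538 genes with an unadjusted p-value under 0.05 and 0 past the threshold with all libraries. Which library was left out mattered at 3 days, since 2215 genes were past the threshold without control replicate 3 and 2293 without TL3d replicate 3. TL14d replicate 1 is taken up under the other observations.

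The count of transcripts was 7371 at 3 hours (3688 higher, 3683 lower), 1337 at 3 days (846 higher, 491 lower), and 0 at 14 days, where 2046 had an unadjusted p-value under 0.05. The totals stayed within 1.5 times these with library size only and with at least 1 CPM in every library. The direction at 3 hours did not hold with library size only, where 2184 transcripts were higher and 6288 lower. Without 1 library it ranged from 4903 to 8045 at 3 hours, from 0 to 2920 at 3 days, and from 0 to 426 at 14 days. The 4903 were without control replicate 1, and at 3 hours 4949 were past the threshold without control replicate 2. At 3 days it was 0 without control replicate 1, control replicate 2, or TL3d replicate 2, and 4 without TL3d replicate 1. The highest counts, 8045, 2920, and 426, were those without TL14d replicate 1. The count at 3 days also fell to 619 without TL14d replicate 3, 660 without TL3h replicate 3, 668 without TL3h replicate 1, 737 without TL3d replicate 3, and 890 without control replicate 3.

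The replicate numbers were tried as a block. They do not pair the samples in the text of the paper, and 8 of 18 pairs of libraries with 1 number in different groups had deviations from their group means that correlated over 0.1 (-0.147 to 0.481). With the block, 6946 genes were past the threshold at 3 hours, 2719 at 3 days, 0 at 14 days, 6844 for TL14d against TL3h, and 7858 at any time point, as were 7290, 1042, and 0 transcripts. COL1A1 at 14 days reversed to a log2 fold change of 0.026, and PCDH8 at 3 hours (q = 0.051) and GRIK1 at 3 days (q = 0.0618) lost their side of the threshold. The cause was not tested.

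The direction of COL1A1 at 3 days and of COL1A1 and COL1A2 at 14 days, whose q was over 0.05 under each alternative run, turned on single libraries. At 3 hours both genes, and at 3 days COL1A2, kept their direction under each alternative run. COL1A1 at 3 days was 0.53 without control replicate 3, 0.23 without TL3d replicate 1, and 0.02 without TL3d replicate 2, and ranged from -2.36 (without TL3d replicate 3) to 0.53. COL1A1 at 14 days was 0.69 without control replicate 3, 0.03 without TL14d replicate 1, and 0.23 without TL14d replicate 2, and ranged from -1.12 (without TL14d replicate 3) to 0.69. COL1A2 at 14 days was 0.29 without control replicate 3 and 0.04 without TL14d replicate 2, and ranged from -1.08 (without TL14d replicate 3) to 0.29. Among the 43 results for single genes, 859 alternatives kept the direction and the side of the threshold, and 70 were weaker, 16 stronger, and 9 reversed. IL20, IL6, DHRS9, IL36G, CXCL8, KLHL14, RBBP8NL, TRIM46, CABP1, and CCL2 at 3 hours and CYP2A11 at 3 days kept theirs under each alternative run.

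Of the 45 tests of gene lists, 17 were past the threshold with camera, 7 with fry, and 0 with the inter-gene correlation estimated from the data, where 4 had an unadjusted p-value under 0.05. The 7 were the inflammatory, neutrophil, glucocorticoid-induced, and cell cycle lists at 3 hours and the monocyte and macrophage, p53, and cell cycle lists at 3 days. Library size only gave 19 and the replicate block 18. Leaving out the members found in Tables S1 to S6 removed no gene and tests nothing. Without 1 library the number ranged from 13 to 21. The monocyte and macrophage list at 3 hours lost its side of the threshold without control replicate 1 (q = 0.0701, median 1.32 against 2.12), control replicate 2 (0.0721), and TL3h replicate 2 (0.0563), with a range over its alternatives of 0.00216 to 0.849. At 14 days, 6 lists did so. The matrix list did without control replicate 1 (q = 0.138, median 0.60) and TL14d replicate 3 (0.245, median 0.44, and 1.70 without TL14d replicate 1, where it stayed past the threshold; range 0.000102 to 0.874), the T cell list without control replicate 2 (0.424, median -0.34) and TL14d replicate 1 (0.764, median -0.31; range 0.00156 to 0.849), and the adipocyte list without control replicates 2 (0.106) and 3 (0.114; range 0.00165 to 0.509). The glucocorticoid-induced list did without control replicate 3 (q = 0.947, median 0.04, and -0.41 without TL14d replicate 2, where it stayed past the threshold, against -0.79; range 1.17e-05 to 0.947), and the cell cycle list without the same library (0.354, median 0.03; range 2e-07 to 0.803). The skeletal muscle list did without control replicate 2 (0.778, median -0.10; range 2.76e-08 to 0.803). Over the lists, 250 alternatives kept the direction and the side, and 39 were weaker.

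The spread within groups with all libraries was 0.227 (control), 0.255 (TL3h), 0.208 (TL3d), and 0.317 (TL14d). It was 0.229 in the TL3h group over genes with a mean of at least 10 CPM. An SD over 2 libraries has a lower median than an SD over 3 at the same spread, which bears on the values that follow. With 2 of the 3 libraries, it ranged from 0.120 (without replicate 3) to 0.243 in the control group, from 0.181 to 0.223 at 3 hours, from 0.119 (without replicate 3) to 0.226 at 3 days, and from 0.176 (without replicate 1) to 0.332 at 14 days.

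The number of fold changes in Tables S1 to S6 that differed from the paper's by the rule of over 1.5 times and over the SD between replicates was 23 of 135. It was 26 with library size only, 25 with DESeq2 size factors, 26 with the ratio of mean CPM, and 19 with the replicate block. Without 1 library it ranged from 20 (without TL14d replicate 3) to 35 (without TL14d replicate 1). The ratio of geometric means was tried at 8 prior counts from 0.01 to 2, of which 4 were below 0.25. In rising order of the prior count it gave 45, 41, 31, 31, 2, 31, 47, and 54 with TMM, 47, 35, 30, 28, 2, 38, 50, and 58 with library size only, and 45, 41, 32, 31, 2, 30, 46, and 54 with DESeq2 size factors. The low count at 0.25 is the best of 24 combinations tried against the paper's own values.

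The median ratio of the level that the paper's MicroShunt fold changes imply to the mean after trabeculectomy was 0.953 for Table S1. For Table S2 it was 0.552, and for Table S4 it was 0.499. In Table S1 it was 0.448 with the median of the control libraries, 0.776 with the level implied by the paper's trabeculectomy fold change, and 0.776 with geometric means, which ranged from 0.705 (without TL3h replicate 3) to 0.860 without 1 library. In Table S2, geometric means ranged from 0.851 to 1.49 (without TL3d replicate 1). In Table S4 it was 0.736 with the level implied by the paper's trabeculectomy fold change. For Table S5 it was 0.484, and 0.794 with geometric means, which ranged from 0.721 (without TL3d replicate 1) to 1.28 (without TL3d replicate 3). Against single TL3d libraries it was 1.64, 9.12, and 0.299. Tables S3 and S6 are given under the other observations. The cause was not tested.

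Depth limits the fold changes of genes near 0 in the control group. Of the 135 fold changes, 54 have a group at or under 3 counts in each library and are given as bounds.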

Differences from the paper's values

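The ratio of geometric means was chosen only after the result was seen.

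The paper's Tables S1 to S6 print 135 fold changes after trabeculectomy, and 23 differed here. The alternatives set before the data were examined were library size only, DESeq2 size factors, the ratio of mean CPM, the replicate block, and, for each gene, leaving out each of the 3 control and 3 operated libraries. Each gene had 10 of them, and those not named for a gene still differed from the paper's value.

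In Table S1, the fold change of IL6 at 3 hours was 3209 against the paper's 6615.9, and without control replicate 3 it no longer differed. FGF23 was 196 against the paper's 977.1 and HRH4 was 55.1 against the paper's 176.0, and for both the gap closed without control replicate 3. CCL2 was 459 against the paper's 708.6 and PTX3 was 388 against the paper's 589.5, and for both it closed with the replicate block and without TL3h replicate 3. THBS1 was 159 against the paper's 304.0, closed by the replicate block. GNG4 was 157 against the paper's 271.4, closed without control replicate 3 and without TL3h replicate 1. For 6 genes none of the alternatives set before the data were examined closed the gap. These were FOSL1 (384 against the paper's 953.8), MMP10 (258 against the paper's 612.1), FPR2 (214 against the paper's 772.0), CCR1 (210 against the paper's 382.5), C13H1orf162 (168 against the paper's 365.9), and IL1B (240 against the paper's 415.3).

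In Table S2, FGF23 at 3 days was 230 against the paper's 875.0, closed without control replicate 3, and MMP9 was 227 against the paper's 436.9, closed by none. In Table S3 the values here are lower bounds. MMP13 at 14 days was at least 378-fold higher against the paper's 158.5 and PPBP at least 1326-fold higher against the paper's 102.5, and both no longer differed without TL14d replicate 2. RSPO2 was at least 138-fold higher against the paper's 71.8, closed without TL14d replicate 3, and LOC108175368 at least 33.8-fold higher against the paper's 19.8, closed without TL14d replicate 2 and without TL14d replicate 3.

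In Table S4, KLHL14 at 3 hours was 0.00867 against the paper's 0.0132, closed by the replicate block and without TL3h replicate 2. In Table S6, PTN at 14 days was 0.372 against the paper's 0.6214, closed by library size only, by the ratio of mean CPM, and without control replicate 3, TL14d replicate 2, or TL14d replicate 3. MAK at 14 days was 0.120 against the paper's 1.0035, closed by none, and it is the 1 gene of 135 whose direction differed from that of the paper.

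With the ratio of geometric means at TMM and a prior count of 0.25, chosen after seeing the paper's values as the closest of 24 combinations tried, 132 of the 135 fold changes were within 1.1 times the paper's, and of the genes named above the gap stayed open for MAK alone, at 0.116. DESeq2 size factors at the same prior count also gave 132, and library size only gave 79. The other 21 combinations gave 14 to 64. With the chosen combination, CDH18 at 14 days was 0.0477 against the paper's 0.3690 and EDAR at 3 hours was 0.161 against the paper's 0.1055, while in the edgeR fit they were 0.173 and 0.138 and did not differ by the rule.

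The other combinations of the search brought single genes within the paper's values and moved others away from them, and their counts are given with the effects of the processing.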

Other observations

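The tests of TL14d replicate 1, of the dashes in the tables, of the MicroShunt ratios, and of matrix against epithelium genes were chosen only after the result was seen.

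Other splits of the libraries were tested for the counts against the control group. In fits of the 6 libraries alone, the real split gave 6488 genes at 3 hours and 3263 at 3 days, and each was the 1 split of 10 with as many genes, while the other splits gave 0. At 14 days the real split gave 0 genes, so 10 of 10 splits gave as many. The largest count was 256, for controls 1 and 2 with TL14d replicate 1 against control 3 with TL14d replicates 2 and 3. With 10 splits a share under 0.05 is out of reach. For the 3 time points together, 1 of 100 splits of the 12 libraries into 4 groups gave as many as 7769 genes, the real one, and the largest count of another was 83, which argues against a random division of these libraries as the source of the count.

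TL14d replicate 1 lay among the control libraries. It was scored on the 2166 genes past the threshold and changed at least 2-fold for TL3d against the control group in a fit without the 14-day libraries, where 0 is the mean of the control libraries and 1 the mean of the 3-day libraries, and a library of these groups is scored against the others of its group. Its score was -0.0771. The control libraries scored -0.121, 0.0125, and 0.113, and TL14d replicates 2 and 3 scored 0.693 and 0.448. Its total of 27111276 was the lowest, and lower depth is argued against, since TL14d replicate 3 still scored 0.447 when thinned to that total. A mislabelled sample or tissue from outside the operated area cannot be told apart from an eye whose expression had returned to the control level by 14 days, because each gives a score within the range of the controls. Without this library 716 genes were past the threshold at 14 days instead of 0.

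This library also bears on the paper's comparison of the operations at 14 days. In Table S3 the paper's own MicroShunt fold changes were a median of 6.5 times its trabeculectomy fold changes. From geometric means here the ratio was 6.64, and it was 1.01 without TL14d replicate 1, 15.9 without replicate 2, and 11.6 without replicate 3. A candidate explanation for the higher MicroShunt values in that table is therefore the 1 library at the control level. With arithmetic means, which that library moves less, the median ratio was 0.487, and against single libraries it was 406, 0.378, and 0.866. In Table S6 the ratio was 0.0454 with arithmetic means and 0.131 with geometric means, and 0.343, 0.0411, and 0.106 without TL14d replicates 1, 2, and 3. The tables list the genes that ranked first after MicroShunt insertion, which by selection favors large MicroShunt values, and the MicroShunt and trabeculectomy libraries belong to different experiments, so a batch cannot be told apart from the operation.

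The level implied by the paper's MicroShunt fold change lay within the range of the 3 trabeculectomy libraries for 14 of 30 genes in Table S1, 20 of 30 in Table S2, 21 of 26 in Table S3, 18 of 30 in Table S4, 21 of 30 in Table S5, and 19 of 30 in Table S6. It lay above all 3 libraries for 10, 4, 4, 3, 6, and 0 genes and below all 3 for 6, 6, 1, 9, 3, and 11 in these tables, in the same order. This level uses the arithmetic mean of the control libraries, while the paper's fold changes came closest to ratios of geometric means. The counts were not made on the geometric scale, so they do not decide how alike the operations were.

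The dashes in the trabeculectomy columns were compared with the tests here. Of the 135 genes printed with a value, 43 were not past the threshold at that time point. They include the 23 values of Table S3 and the 11 of Table S6. At 14 days no gene was past it, so these values cannot decide the question. The others, in Tables S4 and S5, had q of 0.0513 to 0.616. They argue against dashes for genes not past a threshold at that time, although the paper's test in edgeR is not named. Of the 41 tested dashes, 39 were not past it at that time. In the test of all time points together, 134 of the 135 were past the threshold, and of the 41 tested dashes 39 were not, so the dashes may mark genes outside such a test. The exceptions were CDH18 in Table S6, printed with a value, and GRIK1 in Tables S5 and S6, printed with a dash.

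Matrix genes varied widely within groups. The deviations of the matrix and the epithelium lists from their group means had a Pearson r of -0.735 over 12 libraries (permutation p = 0.00239 from 100000 permutations; Spearman rho -0.825, p = 0.00155), and r was -0.624 without the 2 libraries farthest out. A candidate explanation is uneven amounts of epithelium and stroma in the dissected tissue. Deviations within groups of 3 are not independent, and all levels share 1 library total, so abundant matrix genes lower the others to some degree on their own. The matrix list had medians of 1.43, 0.84, and 1.33 at 3 hours, 3 days, and 14 days (camera q = 0.0855, 0.572, and 0.00524), with 1, 1, and 0 genes past the threshold over all genes and 0, 0, and 4 adjusted over the list alone. The epithelium list had medians of 0.16, -0.15, and -0.11 (q = 0.827, 0.339, and 0.863).

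Skeletal muscle genes also varied within groups, with a median SD of 2.18 on the log2 scale over 14 genes, against a median of 0.680 over random lists, 0 of 10000 of which reached it. The mean correlation between the members was 0.739. Uneven amounts of muscle in the dissected tissue are a candidate explanation. The medians against the control group were -2.74, -0.72, and -4.09 (q = 0.525, 0.76, and 0.00119), and on the scale of the list test the median at 14 days was -2.03 and -0.10 without control replicate 2, where muscle genes were high, and -3.56 without control replicate 1.

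The other lists had these median log2 fold changes at 3 hours, 3 days, and 14 days. Inflammatory mediators outside the paper's tables were at 2.67 (2.79 with genes at the floor taken at their bound), 1.66, and 0.53 (camera q = 0.000387, 0.00817, and 0.202). Neutrophil genes were at 3.14 at 3 days and 0.67 at 14 days (q = 0.000442 and 0.138), and monocyte and macrophage genes at 1.39 at 3 hours and 0.71 at 14 days (q = 0.0343 and 0.419). T cell genes were at 0.10, -0.46, and -0.67 (q = 0.843, 0.478, and 0.0238), and B and plasma cell genes at 1.01, 1.47, and -0.01 (q = 0.381, 0.0896, and 0.843). The glucocorticoid-induced list was at -1.51 at 3 days and -0.60 at 14 days (q = 0.419 and 0.00524). Its level on the log2 scale was -0.83, -0.85, and 1.68 in control replicates 1, 2, and 3. In the TL3d libraries it was -0.78, -0.81, and -0.60, so the lower value at 3 days rested on control replicate 3. The p53 list was at 0.62 at 3 hours and 0.87 at 14 days (q = 0.0896 and 3.95e-09), where on the scale of the list test the median was 0.84, and 0.49 without TL14d replicate 2. The cell cycle list was at 0.30 at 14 days (q = 0.00021). Schwann cell genes were at -0.05, -0.39, and -0.13 (q = 0.982, 0.843, and 0.478), goblet cell genes at -0.12, 0.39, and 0.31 (q = 0.843, 0.863, and 0.843), adipocyte genes at -0.40, -0.84, and -0.55 (q = 0.863, 0.257, and 0.0238), and pigment cell genes at 1.12, -0.95, and 2.05 (q = 0.768, 0.863, and 0.257). The adipocyte list at 14 days was at -0.76 on the scale of the list test, -0.25 without TL14d replicate 2, -1.33 without TL14d replicate 1, and -1.23 without control replicate 1. The lists share 0 genes.

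Across genes, which are not independent replicates, the log2 fold changes at 3 hours and 14 days had a correlation of 0.32. Those at 3 days and 14 days had a correlation of 0.66. Unchanged groups simulated against a shared group of simulated controls gave 0.49 and 0.50. The simulations held no changed genes, so they do not tell how much of either correlation came from the shared controls.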
